# Sex-Differences in Traumatic Brain Injury in the Absence of Tau in *Drosophila*

**DOI:** 10.3390/genes12060917

**Published:** 2021-06-14

**Authors:** Ekta J. Shah, Katherine Gurdziel, Douglas M. Ruden

**Keywords:** TBI, sex-differences, gene expression, *Tau*-KO

## Abstract

Traumatic brain injuries, a leading cause of death and disability worldwide, are caused by a severe impact to the head that impairs physiological and psychological function. In addition to severity, type and brain area affected, brain injury outcome is also influenced by the biological sex of the patient. Traumatic brain injury triggers accumulation of Tau protein and the subsequent development of Tauopathies, including Alzheimer’s disease and Chronic traumatic encephalopathy. Recent studies report differences in Tau network connections between healthy males and females, but the possible role of Tau in sex-dependent outcome to brain injury is unclear. Thus, we aimed to determine if Tau ablation would alleviate sex dependent outcomes in injured flies. We first assessed motor function and survival in *tau* knock-out flies and observed sex-differences in climbing ability, but no change in locomotor activity in either sex post-injury. Sex differences in survival time were also observed in injured tau deficient flies with a dramatically higher percent of female death within 24 h than males. Additionally, 3′mRNA-Seq studies in isolated fly brains found that tau deficient males show more gene transcript changes than females post-injury. Our results suggest that sex differences in TBI outcome and recovery are not dependent on the presence of Tau in *Drosophila*.

## 1. Introduction

Traumatic brain injury (TBI) is an insult to the brain from an external mechanical force, leading to permanent or temporary impairment of cognitive, physical and motor functions [1]. TBI causes physical injury to brain tissues that initiate molecular cascades involving unregulated neurotransmitter and ion release, inflammatory cytokines, altered gene transcription, apoptosis and free radical production [1]. TBI has long been considered a major risk factor for development of Tauopathies and other neurodegenerative diseases including Alzheimer’s disease (AD), chronic traumatic encephalopathy (CTE) and frontotemporal dementia (FTD) [2]. Although development of most Tauopathies is sporadic, brain injury can initiate misfolding and aggregation of Tau [2,3]. Under normal physiological conditions, Tau, a protein encoded in humans by *MAPT* (microtubule associated protein Tau) gene, provides cytoskeletal support and promotes microtubule stability, dynamics and axonal transport processes [3]. Tau is a natively unfolded protein that shows no tendency for aggregation by itself but post-translational modifications like phosphorylation modify the processes of Tau misfolding, oligomerization, aggregation and tangle formation [4]. Pathological Tau destabilizes the microtubule structure leading to axonal injury and damaged cytoskeleton, a common feature of brain injury [2,3].

Recent research in the area of therapeutic development for AD has shown sex-differences in the spread of abnormal Tau [5]. Positive emission tomography (PET) scans in healthy men and women and those with mild cognitive impairment (MCI), a precursor to AD, showed that healthy females not only had a stronger network of Tau protein connections but that organization was different between MCI-female and MCI-male brains [5]. In addition, female sex as a risk factor for AD has been documented in humans and transgenic models of AD and TBI [6,7]. Although TBI and AD have different etiologies, cerebrovascular dysfunction in both cases is associated with Tau and reduction or depletion of Tau have been explored as a therapeutic strategy for AD [8,9]. Interestingly, characterization of Tau deficient mice models of neurodegeneration have suggested that genetic removal of Tau is neuroprotective [8] as seen by the reduced level of axonopathy [10] and improved motor function in a Tau-deficient male mouse model of TBI [11]. It is, however, not clear whether Tau ablation would have the same effect in female models as it did in males. Thus far, there have been limited TBI studies that include both sexes in research design and none that looked at Tau ablation in both sexes in the context of TBI. Through genome-wide transcriptional changes incurred by TBI, we have previously reported vast differences in injured *w^1118^* male and female flies [7] but the exact cause of these variations remains unknown. Based on evidence from other TBI models, it is likely that Tau is a contributor of these varied outcomes in *Drosophila* and by deleting Tau, we could possibly eliminate the sex differences. Here, we used Tau-deficient (*tau*-KO) *Drosophila* to examine this hypothesis and decipher the transcriptional and behavioral changes that occur in injured flies of both sexes in the absence of Tau.

*Drosophila* have been used successfully to model TBI and flies subjected to TBI have been shown to exhibit secondary phase symptoms including innate immune response, neurodegeneration, disrupted sleep cycles and a decreased lifespan [12,13], as seen in other models of brain trauma. The fly brain is composed of a complex nervous system and expresses a Tau orthologue (dTau) that is 46% identical and 66% similar to human Tau with functions conserved from flies to humans [14]. Although we found no difference in the transcript level of Tau after TBI in *w^1118^* flies in a previous study [7], changes in the level or state of the protein could influence sex differences. Thus, we used the *Drosophila* knock-out tau mutant fly line (*tau*-KO), which lacks exons 2 to 6 including the microtubule-binding repeats and does not show any overt effects on survival, locomotion and neuronal functions in flies [15]. Since the *w^1118^* and *tau*-KO strains are on different genetic backgrounds, a direct comparison is unwarranted. In this study, we used the spring based high-impact trauma device (HIT-device) to inflict flies with TBI [16]. In the absence of Tau, we report sex-differences in motor function and survival in *tau*-KO flies post-TBI. In addition, gene expression changes in the absence of Tau within the immediate timeframe showed that *tau*-KO males have stronger gene expression response than females. Overall, our data suggests that Tau is not the only contributor of observed sex-differences in TBI outcome in *Drosophila*. 

## 2. Materials and Methods

### 2.1. Fly Stocks and Crosses

Fly stocks were stored at 25 °C at constant humidity and fed with standard sugar/yeast/agar medium. *tau*-KO (#64782) and y^1^ w*; Mi{PT-GFSTF.0}Tau[MI03440-GFSTF.0]/TM6C, Sb^1^ Tb^1^ (Tau-EGFP) (#60199) were obtained from the Bloomington Drosophila Stock Center. All assays were performed on adult mated flies (10–14 days old).

### 2.2. Traumatic Brain Injury (TBI)

*Tau*-KO male and female flies were inflicted with single strike full body trauma using a modified high impact trauma (HIT) device with the impact arm constrained to a 45° angle [7,17,18]. No more than 25 flies were placed in a plastic vial before being confined to the bottom quarter of the vial by a stationary cotton ball. When the spring is deflected and released, the vial rapidly contacts the pad and a mechanical force is delivered to the flies as they contact the vial wall and rebound causing closed head trauma [7].

### 2.3. Confocal Imaging

About 10–15 adult Tau-EGFP flies for each sex (control and every time point post-TBI) were inflicted with TBI using the HIT-device [7,17,18]. Flies were anaesthetized with CO_2_ before brains were dissected in 1xPBS (phosphate-buffered saline) and fixed for 5 min with 4% PFA (paraformaldehyde). Fixed brains were mounted using Prolong gold antifade mounting media to visualize changes in GFP expression using a confocal microscope (Zeiss LSM 800) at the Microscopy, Imaging and Cytometry Resources Core at Wayne State University, School of Medicine. Average fluorescence intensity for all brains in each condition was calculated using ImageJ [17] in a blinded study. All data are represented as mean ± SEM. Statistical analyses (One-way ANOVA with Dunnett’s multiple comparisons test) were preformed using GraphPad Prism to compute statistical significance (*p* < 0.05) between groups.

### 2.4. Climbing Assay

For the climbing assay, 20 flies per condition (male and female; control and post TBI; 3 replicate vials each; 60 flies total) were placed in plastic vials. Flies were gently tapped to the bottom of the vials and the total number of flies that climbed above a 7 cm mark were recorded. Each vial was assessed at four time points: 10 min, 24-, 48- and 72 h after TBI. The average percent climbed across all 3 replicates is reported as mean ± SEM. Flies were maintained at 25 °C for the duration of the assay. GraphPad Prism and Two-way ANOVA with Bonferroni multiple comparisons test was used to compute significance (* *p* < 0.05) between groups. Additionally, mixed design ANOVA with TukeyHSD was also used to compute significance (# *p* < 0.05) with condition (Control or TBI) as a between-subjects factor, time (10 min, 24, 48, and 72 h) as a within-subjects factor and vial as random factor with Tukey for post hoc comparison. The mixed design ANOVA with TukeyHSD was performed in R Core Team [19]. R: A language and environment for statistical computing. R Foundation for Statistical Computing) using the “emmeans” package [7].

### 2.5. Locomotor Activity Assay

To measure locomotor activity, individual flies (24 biological replicates/condition) for control and TBI condition, were placed in tubes containing regular fly food in a *Drosophila* activity monitoring system which measures the number of times a given fly crosses an infrared beam (TriKinetics Inc., Waltham, MA, USA) [18]. The activity was assessed for 2 days. Flies were subjected to 12-h light/dark cycle with activity summarized every 30 min producing 96 timepoints of data. The number of beam breaks occurring as a result of fly movement in 30-min time-bins before the specified time-point are plotted as locomotor activity for that time-point. Flies that did not live through the recording period were not used in the calculations. 

Repeated measures ANOVA with Fisher’s Least Significant Difference (LSD) and Bonferroni for multiple comparisons test was used to compute statistical significance (*p* < 0.05) between control and TBI groups using SPSS [7].

### 2.6. Longevity Assay

Male and female flies were collected as they eclose and aged up to 10–14 days old in separate vials. After 2 weeks, flies were divided into control and TBI groups and transferred to fresh vials. Approximately 25–30 flies were placed in each vial and more than 140 flies were used for each condition (male and female; control and TBI). Flies were transferred to new vials every 2–3 days and the number of dead flies were counted each day until all flies died. Kaplan–Meier (Log-rank) test was used to compute significance (*p* < 0.05) between control and TBI conditions using SPSS. Area under the survival curve was assessed using GraphPad Prism. 

### 2.7. RNA Isolation

Total RNA was extracted from *tau*-KO single fly brains using QIAzol^®^ lysis reagent and Direct-zol™ RNA MicroPrep kit (Zymo Research, Irvine, CA, USA) following manufacturer’s instructions.

### 2.8. 3′mRNA Expression Analysis

Expression analysis was conducted in collaboration with the Wayne State University Genome Sciences Core. Three biological replicates were used for each condition (*n* = 3 for each condition: male and female at control, 1, 2 and 4 h post-TBI) and gene expression analysis was performed as described in [7,20]. 

QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, Greenland, NH, USA) was used to generate libraries of sequences close to the 3′ end of polyadenylated RNA from 15 ng of total RNA isolated from single fly brain in 5 µL of nuclease-free water following the low-input protocol. Library aliquots were assessed for overall quality using the ScreenTape for the Agilent 2200 TapeStation and quantified using Qubit™ 1X dsDNA HS Assay kit (Invitrogen, Waltham, MA, USA). Barcoded libraries were normalized to 2 nM before sequencing at 300 pM on one lane of a NovaSeq 6000 SP flow cell. After de-multiplexing with Illumina’s CASAVA 1.8.2 software, the 50 bp reads were aligned to the *Drosophila* genome (Build dm3) with STAR_2.4 [21] and tabulated for each gene region [22]. Differential gene expression analysis was used to compare transcriptome changes between conditions using edgeR v.3.22.3 [23] and transcripts were defined as significantly differentially expressed at absolute log2 fold change (|log2 FC|) > 1 with a false discovery rate (FDR) < 0.05. Significant gene expression changes were submitted for gene ontology analyses using RDAVID [24] for the following categories: GOTERM_BP_ALL, GOTERM_MF_ALL, UP_KEYWORDS, GOTERM_BP_DIRECT and GOTERM_MF_DIRECT. 

### 2.9. Heatmaps

Heatmaps were generated using Java Treeview [25]. Counts representing the number of reads mapped to each gene were obtained using HTSeq [22] from STAR alignments [21] before normalization. To normalize, a scaling factor was determined by dividing the uniquely mapped reads for each sample by the sample with the highest uniquely mapped number of reads. The scaling factor was multiplied to each gene count for the sample. The log2 of the normalized averaged counts for all 3 replicates is represented for each condition on the orange scale (0–10). The log2 fold change, represented on yellow-blue scale (0–6), for each gene is obtained from differential expression analysis across all 3 replicates [23]. Genes significant (|log2 FC| > 1, *p*-value < 0.05) in at least 1 time point are indicated in black text.

### 2.10. Polymerase Chain Reaction (PCR) for Genotyping

Isolated RNA was converted to cDNA using the iScript cDNA synthesis kit (Bio-Rad Laboratories, Inc., Hercules, CA, USA) and RT-PCR was performed on samples using the AmpliTaq Gold^®^ Fast PCR Master Mix Protocol (Thermo Fisher Scientific, Waltham, MA, USA). The resulting product was analyzed by gel electrophoresis and densitometry. Primer pairs for exon 3 of dTau: 5′-GTCGATGTGGGCGTTTTTAC-3′ and 5′-GCTCTGGGGTCTTGAGGAG-3′.

## 3. Results

### 3.1. Drosophila Tau-KO Exhibit Sex Differences in Motor Function after TBI Injury

Sexual dimorphism in cognitive and behavioral outcome and recovery have been observed in TBI and Tau transgenic animal models [26,27]. Several groups have explored the ablation of Tau as a therapeutic strategy in AD to prevent brain damage [28,29] but there exists only one report in a male mouse model of TBI wherein Tau reduction improved motor function after injury [10]. We wanted to assess whether varied motor function outcomes in injured male and female flies are observed in the absence of Tau. As a measure of motor function after TBI, we examined the locomotor activity and climbing ability of *tau*-KO male and female flies. 

Locomotor activity was assessed at control and TBI conditions for both *tau*-KO female and male flies using the *Drosophila* activity monitoring system (TriKinetics Inc., Waltham, MA, USA) (Figure 1A,B and Figure S1). Adult control and TBI inflicted flies were anesthetized and immediately placed in activity monitor tubes. The locomotor activity was assessed for 48 h and the activity was recorded every 30 min. The average activity in each group (n > 20 flies) at 0, 1, 2, 4 and 24 h after TBI is plotted (mean ± SEM) for *tau*-KO female and male flies (Figure 1). We observed that *tau*-KO female and male flies show varying levels of locomotor activity before and after injury. 

*Drosophila* normally exhibit negative geotactic response, i.e., when stimulated by tapping to the bottom of the vial, flies rapidly climb to the top of the vial and stay there. We used a climbing assay to assess defects in this response after injury by tapping flies to the bottom of vial and recording the number of flies that cross 70% height of the vial in 15 s. Tau-deficiency results in significant decrease in climbing ability 10 min after injury in both sexes (two-way ANOVA with Bonferroni) (Figure 1C,D). However, more than 50% of females (Figure 1C) cross the threshold 10 min after injury as compared to only ~30% males (Figure 1D). There is no significant change observed in negative geotaxis after 24 h of injury in females but males exhibit significant defects up to 72 h (Mixed design ANOVA with TukeyHSD). Overall, *tau*-KO males exhibit greater impairment in climbing ability than females. 

Although we saw no change in locomotor activity after TBI in *tau*-KO flies (Figure 1A,B, Figure S1), we saw differences in female and male climbing ability after TBI up to 72 h (Figure 1C,D and Figure S1). This demonstrate sex differences in motor function after TBI are evident in the absence of Tau. 

### 3.2. Lifespan Varies in Male and Female Tau Deficient Drosophila Post-TBI

Survivors of TBI may have a reduced lifespan compared to the general population [30]. However, the risk of TBI-mortality is found to be twice as high among males compared to females [31]. Given the complex nature of TBI pathology, we investigated the effect of Tau deficiency on long-term survival post-TBI in male and female flies by analyzing lifespan of *tau*-KO flies at control and TBI condition (Figure 2).

In *tau*-KO flies, we observed high mortality within the first 24 h after TBI, possibly due to the primary injuries from trauma [32]. However, female mortality is higher than males as more than 50% flies die within 24 h whereas 50% death is not observed in males up to 15 days post-injury. It is possible that injuries from other metabolic tissues contribute to higher mortality in females within the first 24 h. It was also observed that *tau*-KO males inflicted with TBI exhibit a 5% increase in survival time (estimated as the area under the survival curve) whereas *tau*-KO females had a 2% decrease in survival time after injury.

This data shows that Tau deficient *Drosophila* male and female flies exhibit differences in survival post-TBI. In a previous *Drosophila* TBI study it was seen that TBI results in death after injury only if the injury exceeds a certain threshold [32]. Similarly, we have also seen that death following TBI is dependent on a certain threshold of injuries, which appears to be lower for *tau*-KO females as compared to males. However, the possible causes for these sex differences in injury threshold needs further investigation. 

### 3.3. Sex-Dependent Gene Expression Changes Occur after TBI in the Absence of Tau

An integrated analysis performed using published RNA-sequencing studies in male rat TBI models showed an upregulation of *Mapt* gene 3 months after injury [33]. In our previous study, we saw no transcriptional change in Tau within 4 h in both sexes of injured *w^1118^* flies [7]. Sexual dimorphism is also observed in motor function of injured and uninjured *Tau*-KO female and male flies (Figure 1). However, we are unable to directly compare data for *w^1118^* and *tau*-KO because of non-isogenic backgrounds but since the *Drosophila* genome contains only one homolog of the Tau family [34], we suspect that its knock-out should affect Tau gene function of microtubule stabilization and polymerization. We hypothesize that if Tau is the primary contributor of sex differences, then its ablation will eliminate such differences in gene transcription. To address this hypothesis and detect changes in genome-wide transcription in the absence of Tau, we generated 3′mRNA-seq libraries from isolated *tau*-KO male and female brains at control, 1, 2 and 4 h after TBI. 

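*Tau*, the targeted gene, was counted in each of the 24 *tau*-KO brains, at 53.21 to 190.7 CPM in the 12 female and 88.17 to 190.7 CPM in the 12 male libraries. It averaged 155 ± 33.6 CPM (SD, n = 3) in female controls and 119 ± 27.5 CPM in male controls. After TBI its log2 FC was 0.05, −0.07 and −0.35 in females at 1, 2 and 4 h and 0.24, 0.38 and 0.46 in males (SE 0.39 in males), and it was not called at any time. Reads from the 3′ end of *tau* do not check the knockout, and nothing in the counts separates a deleted from an intact allele. Each library came from a single brain, with 3 libraries for each sex as control and at 1, 2 and 4 h post-TBI. Libraries are named here by group and replicate, as male control 2. Reads counted in genes ran from 117416 in male control 1 to 1880528 in male 1 h 2, with a median of 772916.5. In females the median (and range) was 732181 (454039 to 1200652) in controls, 522258 (466100 to 1056271) at 1 h, 1093759 (374098 to 1138222) at 2 h and 749841 (553223 to 1257561) at 4 h. In males it was 1034729 (117416 to 1407485) in controls, 1223180 (290304 to 1880528) at 1 h, 552182 (425286 to 1471729) at 2 h and 795992 (158790 to 992019) at 4 h. The authors aligned the QuantSeq reads to dm3 with STAR and counted them per gene with HTSeq. The paper's text gives no annotation version, strand setting of the count or filter. Here, 7865 of the 16995 listed genes had at least 5 counts in at least 3 libraries and were tested in one fit of the 8 groups by edgeR's quasi-likelihood test with TMM normalization. A gene is called higher or lower at an unadjusted p under 0.05 with |log2 FC| over 1, as in the legend of Figure 3. No gene called in this way reached an adjusted p under 0.05 in that test, so each call stands with its adjusted p. Where a group has 0 counts, the fold is a lower limit against a floor of 3 counts over the group, and with 1 to 3 counts a ratio with its 95% counting interval is given. These intervals and floors cover counting error only. Of the gene lists set before the data were examined, 29 were tested with camera at an inter-gene correlation of 0.01. Among them, the lists of Figure 5 and Figure 6 genes come from heatmaps of these same libraries and may not be independent of the data. None of the 38 list calls over 10 comparisons holds with an estimated correlation.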

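Male control 2 and male 1 h 2 stood apart from the other 22 libraries. Their correlation across genes with the mean of the other libraries was 0.685 and 0.655, against 0.870 to 0.976 for the rest (2297 genes, log2 CPM). CPM of single libraries in this paragraph are without TMM factors. In male control 2, *Akh*, the adipokinetic hormone, reached 3857 CPM and *CG14075* 1951 CPM. Its neuron markers lay at a median of −1.64 on the log2 scale from the other libraries, its muscle markers at −1.89 and its glia markers at 0.85. In male 1 h 2, photoreceptor markers lay at 1.67 and neuron markers at −1.38. In female control 2, genes of the antenna were high: *a10* reached 1186 CPM, *Obp83a* 1891 CPM and *Orco*, the odorant receptor co-receptor, 67.5 CPM, and the odorant list lay at 0.87. Antimicrobial peptide genes lay at 0.80 in male control 3, 0.99 in male 1 h 2 and 0.88 in male 2 h 2. Gut markers lay at 1.08 in male control 3, and in female 4 h 2 photoreceptor markers lay at −1.48. In every group but males at 4 h, replicate 2 was the deepest library. *roX1*, a non-coding RNA of male dosage compensation, ranged from 361.8 to 1080.0 CPM in the libraries labelled female and from 310.0 to 1247 CPM in those labelled male. *Yp1*, which encodes a yolk protein, ranged from 1489 to 12320.0 CPM in those labelled female and from 26.1 to 2147 CPM in those labelled male. *roX1* overlaps *ec* and *Yp1* overlaps *asRNA:CR45601*. The library kit keeps the strand, and the strand setting of the count is not stated. All 44 listed genes that lie wholly under exons of the other strand had 0 counts in the 24 libraries, so reads in such overlaps may be counted for neither gene. The sex of each library is that of its label throughout.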

Differential gene expression analysis shows significant changes in transcription in *tau*-KO males and females in response to injury (Figure 3). 

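At 1 h post-TBI, *AdenoK*, which encodes adenosine kinase, stood at 32.5 ± 7.36 CPM (SD, n = 3) in male brains against 105 ± 43.3 CPM in male controls (log2 FC −1.75 ± 0.41, SE, edgeR adjusted p = 0.681). *TfIIB*, a general transcription factor, had 0 counts after injury and 40 in controls, at least 18.4-fold lower, and *Samuel* had 0 and 23, at least 10.6-fold lower (adjusted p = 0.995 each). The cytochrome P450 gene *Cyp6a8* had 3 counts against 46, a ratio of 0.0472 (interval 0.00939 to 0.147, adjusted p = 0.84). *CG15312* was higher, at 89.6 ± 17.6 CPM against 30.6 ± 3.51 CPM (log2 FC 1.53 ± 0.40, adjusted p = 0.84), and another cytochrome P450 gene, *Cyp6v1*, had 20 counts against 0 in controls, at least 4.82-fold higher (adjusted p = 0.995). These genes were called and their injured and control libraries did not overlap, as in 3.85% of genes. Chance gives 10% without ties, and less for genes whose libraries tie, as at 0 counts. In all, 157 genes were called higher and 208 lower, and 125 and 174 past |log2 FC| of 2. None of the tested genes had an FDR under 0.05 by edgeR, limma voom or the exact test, against 9 by edgeR with no filter, while 382 had an unadjusted p under 0.05 at any fold, where chance gives 393.2. Of those 9, *Akh*, *CG14075* and *Cyp6g2* lay far above every other library in male control 2, and *CG42656* and *yellow-d* in male 1 h 2. DESeq2 gave 4: *AdenoK*, *CG14075* (log2 FC −0.93 and not called in edgeR without the libraries that stand apart), *lsn* and *Obp19a*, the last 2 named after their values were seen, *Obp19a* with 1 count after injury and 0 in controls. Simulated groups with no change gave a median of 375.5 calls (341 to 432 over 20 simulations), against 365 here. The simulations drew each library independently, with 1 spread per gene for all 8 groups. Real replicate correlations were as low as 0.591 in males at 1 h and at least 0.939 in females at 1 h. The simulated counts therefore do not give the number expected by chance in a single group. The count was 665 without male 1 h 3, 171 without male control 2 and male 1 h 2, 561 without the 3 shallowest libraries, 107 by the exact test, which did not call *CG15312*, and 187 with filterByExpr.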

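At 2 h post-TBI, *Crz*, the gene of the neuropeptide corazonin, stood at 12.0 ± 4.07 CPM (SD, n = 3) in males against 79.8 ± 58.2 CPM in controls, a log2 FC of −2.73 ± 0.75 (SE). *jhamt*, the juvenile hormone acid methyltransferase gene, had 0 counts after injury and 168 in controls, at least 56.4-fold lower. Of these, 160 lay in male control 2 (129.2 CPM), without which its log2 FC was −5.53, from 8 control counts, against −8.32. *ImpL2*, whose product binds insulin-like peptides and lowers insulin signalling, stood at 89.4 ± 39.4 against 264 ± 82.7 CPM (log2 FC −1.58 ± 0.47). *Usp30*, a mitochondrial deubiquitinase gene, stood at 15.1 ± 4.26 against 61.2 ± 26.3 CPM (log2 FC −2.04 ± 0.60). *NimB3*, of the Nimrod family, was higher at 30.7 ± 9.82 against 3.50 ± 6.06 CPM. *plum*, of the immunoglobulin superfamily and known from axon pruning, had a log2 FC of 1.27 ± 0.40, and 0.91 by limma voom, which did not call it. Each of these genes was called, with an edgeR adjusted p of 0.639. The called genes numbered 145 higher and 426 lower, with 89 and 319 past |log2 FC| of 2. The edgeR test gave 0 genes at an FDR under 0.05, and 32 with no filter, beside 608 with an unadjusted p under 0.05 at any fold, limma voom and the exact test gave 0, and DESeq2 gave *Obp19a*, with 16 counts against 0, named after its values were seen. Of the tested genes, 9.74% had groups that did not overlap, and simulated groups with no change gave a median of 367.5 calls (328 to 393). As the simulation gives all groups the same spread, its gap from the 571 calls does not exclude chance. The 571 calls were 917 without male control 1, 151 without male control 2, 195 without it and male 1 h 2, and 1124 without the 3 shallowest libraries. Without male control 3, 1 gene passed the FDR.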

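At 4 h post-TBI, *NimB3* had more counts in males, at 36.2 ± 10.8 CPM (SD, n = 3), a log2 FC of 3.02 ± 0.83 (SE). The controls were those of the 2 h comparison, with an SD above their mean, so the 2 results are not independent. *Acp65Aa*, which encodes an adult cuticle protein, had 37 counts against 0 in controls, at least 14.3-fold higher. *ine*, of the neurotransmitter transporter family, stood at 6.32 ± 6.38 against 52.8 ± 35.5 CPM (log2 FC −2.81 ± 0.91). *modSP*, a serine protease gene upstream of Toll, stood at 1.96 ± 3.40 against 24.5 ± 9.81 CPM (log2 FC −3.19 ± 1.11). *rols*, known from myoblast fusion, had 0 counts and 35 in controls, at least 10.1-fold lower, and *CSN5*, a subunit of the COP9 signalosome, had a ratio of 0.0494 (interval 0.00581 to 0.189). All were called, with an edgeR adjusted p of 0.962. There were 107 genes called higher and 201 lower, 74 and 146 of them past |log2 FC| of 2. No tested gene had an FDR under 0.05 in edgeR (333 with an unadjusted p under 0.05, and 7 past the FDR with no filter), limma voom or the exact test, and DESeq2 gave *Obp19a* alone, with 13 counts against 0. Unchanged groups gave a median of 373 calls in simulation (345 to 403), and the libraries of 6.79% of genes did not overlap. The 308 calls were 560 without male control 1, 115 without male control 2, 547 without male control 3 (1 past the FDR), 147 without male 4 h 2, and 151 without male control 2 and male 1 h 2.

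**Figure D1:**
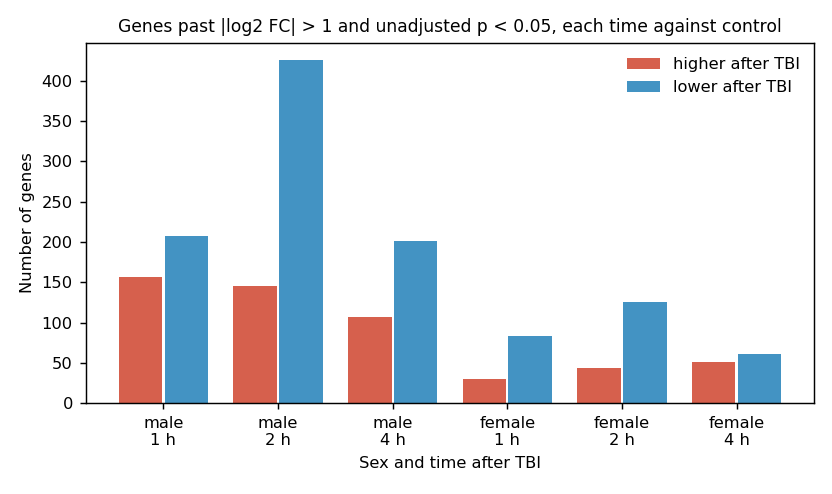
Bars give the number of genes called higher (up) and lower (down) against control of the same sex at 1, 2 and 4 h post-TBI, at an edgeR unadjusted p under 0.05 with |log2 FC| over 1. Males range from 308 to 571 genes and females from 112 to 170.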

*Tau*-KO males show more genes affected and more transcripts significantly downregulated (|logFC| > 2; *p*-value <0.05) at all time-points after injury when compared to control (Figure 3A–C). *Tau*-KO females inflicted with trauma exhibit fewer gene expression changes post-TBI (Figure 3D–F). 

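At 1 h post-TBI, *Uev1A*, which encodes a ubiquitin-conjugating enzyme variant, stood at 170 ± 44.2 CPM (SD, n = 3) in female brains against 62.3 ± 35.7 CPM in female controls, a log2 FC of 1.46, and of 1.20, no longer called, without female control 2. *Plod*, a lysyl hydroxylase gene, had 2 counts against 46, a ratio of 0.0499 (interval 0.00586 to 0.191), and *CG10038* had 13 counts against 0 in controls, at least 4.97-fold higher. *Obp28a*, which encodes an odorant-binding protein, stood at 19.2 ± 7.87 against 254 ± 379 CPM (log2 FC −3.70 ± 1.03, SE). Its control mean rested on 691.4 CPM in female control 2, without which the log2 FC was −0.85 and the call was lost. The calls were 30 genes higher and 83 lower, with 24 and 63 past |log2 FC| of 2, each at an edgeR adjusted p of 1. The edgeR test gave 0 genes at an FDR under 0.05 (117 with an unadjusted p under 0.05) and 9 with no filter, and DESeq2, limma voom and the exact test also gave 0. Of those 9, *a10*, *a5* and *Obp28a* lay far above every other library in female control 2. Simulated groups with no change gave a median of 361 calls (336 to 404), above the 113 here, and 10.4% of genes did not overlap. The simulated spread was that shared over both sexes, so this gap does not show fewer calls than chance gives. The count was 237 without female control 1, 41 without female control 2, 62, 67 and 62 without each library at 1 h in turn, 294 by limma voom, 339 by the exact test and 60 with filterByExpr.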

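At 2 h post-TBI, *emc*, which encodes a helix-loop-helix protein, stood at 186 ± 18.3 CPM (SD, n = 3) in females against 89.7 ± 24.6 CPM in controls, a log2 FC of 1.05 ± 0.40 (SE), and of 0.85, no longer called, without female control 3. *CG13284* stood at 5.65 ± 1.92 against 30.7 ± 0.292 CPM (log2 FC −2.46 ± 0.80). *Sin1*, a subunit of TOR complex 2, had 0 counts against 35, at least 12.4-fold lower, and *Edem1*, of endoplasmic reticulum degradation, had 0 against 18, at least 6.38-fold lower. *Hop*, a co-chaperone gene, had 3 counts against 36, a ratio of 0.0784 (interval 0.0154 to 0.248). The called genes were 44 higher and 126 lower, 34 and 114 of them past |log2 FC| of 2, each at an edgeR adjusted p of 1. At an FDR under 0.05 there were 0 by edgeR (175 with an unadjusted p under 0.05), DESeq2, limma voom and the exact test, and 5 by edgeR with no filter. These 5 were *a10*, *Obp19d*, *Obp28a*, *a5* and *OS9*. In female control 2 *a10*, *Obp28a*, *a5* and *OS9* lay far above every other library, and without it *Obp19d* had a log2 FC of −0.17. The simulation gave a median of 362 (331 to 398), and 5.33% of genes did not overlap. Without female 2 h 3 the 170 calls were 261, with filterByExpr 73, and by the exact test 88.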

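At 4 h post-TBI, *TotA*, a Turandot gene induced by stress, averaged 175.5 ± 186.5 CPM (SD, n = 3) in females against 42.5 ± 10.3 CPM in controls (log2 FC 2.04 ± 0.66, SE). Most of this came from female 4 h 2, without which the log2 FC of *TotA* was 0.70 and the call was lost, as it was by limma voom. *Cpr50Cb*, which encodes a cuticular protein, had 32 counts against 0 in controls, at least 11.2-fold higher. *antdh*, which encodes an antennal dehydrogenase, stood at 1.81 ± 0.788 against 45.1 ± 51.4 CPM (log2 FC −4.56 ± 1.31). *CG40486* had 0 counts against 128, at least 40.8-fold lower, with an adjusted p of 0.0403 by the exact test on the 6 libraries. The calls were 51 higher and 61 lower, 44 and 53 of them past |log2 FC| of 2, each at an edgeR adjusted p of 1. By edgeR 0 had an FDR under 0.05 (117 with an unadjusted p under 0.05), against 14 with no filter, and 0 by limma voom, while DESeq2 gave *Obp19a*, with 0 counts after injury. Of those 14, *CG5172* and *CG11458* lay far above every other library in female 4 h 2. In female control 2 the same held for *a10*, *a5*, *Obp28a*, *Obp83a*, *Obp83b*, *Obp19a*, *OS9* and *Jhedup*. All 165 control counts of *Obp19a* lay in female control 2, where genes of the antenna were high, and without that library it had too few counts to be tested. The simulated median was 356 (325 to 395) and 6.1% of genes did not overlap. The 112 calls were 188 without female control 1, 278 by limma voom and 50 with filterByExpr.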

At the cellular level, TBI is accompanied by activation of immune response, axonal damage, mitochondrial dysfunction, increase in stress response and cell death [35]. Significant genes identified from sequencing were classified for their biological functions using RDAVID [24] and several gene ontology (GO) categories were found to be enriched in *tau*-KO flies (Table 1 and Table 2 and Table S1). 

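Of 66 tested genes of neurogenesis, neuron differentiation and axon guidance, 51 had a positive log2 FC in males at 2 h post-TBI, with a median of 0.44 and a mean of 0.18 (camera adjusted p = 0.00869, and adjusted p = 0.727 with an estimated correlation). At 4 h again 51 were positive, with a median of 0.34 (adjusted p = 0.00534, and adjusted p = 0.844 with an estimated correlation). At 1 h 31 were positive and 35 negative, with a median of −0.04, a mean of 0.03 and a test toward lower (adjusted p = 0.794). Single members called by edgeR were 1 higher and 3 lower at 1 h, 1 and 4 at 2 h, and none at 4 h, with 0 adjusted over the list alone each time. *arm*, the fly β-catenin, had a log2 FC of −3.19 ± 1.29 (SE, n = 3) at 2 h, with its call lost without male control 2 (−2.10), male 2 h 2 (−2.97) or male 2 h 3 (−2.94). *svp*, which encodes a nuclear receptor, had a log2 FC of −1.63 ± 0.60 at 1 h, with its call lost without male control 3 (−1.09) or male 1 h 2 (−1.32). Of 13 neuron markers 12 were positive at 2 h (median 0.54, adjusted p = 0.0121, and adjusted p = 0.727 with an estimated correlation) and 11 at 4 h (median 0.45, adjusted p = 0.018, and adjusted p = 0.844 with an estimated correlation). Of 14 glia markers 12 were negative at 2 h (median −0.78, adjusted p = 0.00869) and 11 at 4 h (median −0.52, adjusted p = 0.018), with adjusted p = 0.727 and 0.844 with an estimated correlation. Synaptic vesicle and active zone genes, 26 tested, had a median of 0.35 at 4 h (adjusted p = 0.0135, and adjusted p = 0.844 with an estimated correlation). In male control 2 neuron markers were low and glia markers high. Without it the adjusted p at 2 h was 0.247 for neurogenesis, 0.495 for neurons and 0.306 for glia, and at 4 h 0.339, 0.781 and 0.781, with 0.523 for synaptic genes. The 2 h call for neurons also ended without male 2 h 3 (0.0599), and the 4 h calls without male 4 h 1 (0.0764 for neurogenesis, 0.234 for neurons, 0.214 for glia and for synaptic genes), male control 3 (0.0576 for neurons, 0.0806 for synaptic genes) or male 4 h 2 (0.0568 for glia). By limma voom the calls for glia ended at both times (0.091 and 0.283), and by the exact test those for glia and neurons at 4 h (0.0534 each).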

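Mitochondrial ribosomal protein genes, 72 of which were tested, stood close to control at 1 h in males, with 37 positive, 35 negative and a median log2 FC of 0.02 (camera adjusted p = 0.741). At 2 h 47 were negative, with a median of −0.46 (adjusted p = 0.0824), and at 4 h 44, with a median of −0.20 (adjusted p = 0.289), so the list passed the test at no time. The edgeR calls were 2 higher and 1 lower at 1 h, 1 and 6 at 2 h, and 1 and 4 at 4 h, with 0 adjusted over the list alone. *mRpS18C* had a log2 FC of −2.42 ± 1.04 (SE, n = 3) at 2 h, with its call lost without male 2 h 2 (−1.63), male control 3 (−2.18) or male 2 h 1 (−2.57). *mRpL21* had a log2 FC of −1.93 ± 0.71 at 1 h, and −1.19, no longer called, without male control 2. Of 36 components of the Toll and Imd pathways, 25 were positive at 1 h (median 0.16, adjusted p = 0.0871), 23 at 2 h (median 0.10, adjusted p = 0.394) and 13 at 4 h (median −0.26, adjusted p = 0.502). *Rel*, the NF-κB factor of the Imd pathway, stood at 409 ± 258 CPM (SD) at 1 h against 127 ± 67.6 CPM, a log2 FC of 1.69 ± 0.49 (edgeR adjusted p = 0.995), and of 1.02, no longer called, without male control 2 and male 1 h 2. *spz*, which encodes the Toll ligand, stood at 61.9 ± 23.3 against 20.1 ± 7.34 CPM at 1 h (log2 FC 1.56 ± 0.64), with its call lost without male control 1 (1.46), male control 3 (1.44) or male 1 h 1 (1.22). Called members were 3 higher and 1 lower at 1 h, 1 and 0 at 2 h, and 1 and 3 at 4 h (edgeR), and 0 adjusted over the list alone.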

Deficiency of Tau resulted in alteration of several genes associated with GO terms including ‘Mitochondrial Translation’, ‘Neurogenesis’ and ‘Immune response’ in *tau*-KO males (Table 2), all consistent with studies from other mammalian models [7]. In *tau*-KO males, most changes in GO categories were induced 1 h after injury with a gradual decrease in significant changes after 2 and 4 h. 

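*CG15312*, *Cyp6v1*, *CG12950*, *Fadd* (the adaptor of the caspase Dredd) and *kek4* were among 20 genes called higher in males at all 3 times, and *Akh*, *jhamt*, *CG14075*, *Gp150* and *pdgy* among 8 called lower. These genes were named after their values were seen, apart from those the rule for named genes gives. *CG12950* had a log2 FC of 3.35 ± 0.99 (SE, n = 3) at 2 h. *Akh* had a log2 FC of −3.10 ± 1.05 at 1 h, and −1.46, no longer called, without male control 2. By edgeR, 199 genes were called in the same direction at 2 or 3 of the times, 85 higher and 114 lower, and 28 at all 3. Simulated groups with no change, in which the controls were simulated too, gave 180 (154 to 209), with 128 higher and 51.5 lower, and 37.5 at all 3 (29 to 50). The simulated lists had medians of 375.5, 367.5 and 373 calls at 1, 2 and 4 h, against 365, 571 and 308 here. The overlaps compared are thus of lists that differ in size. Between 2 and 4 h, 77 genes were lower at both, against 20.5 in simulation (12 to 34) and 10.9 for independent lists, and 46 were higher at both, against 61.5 and 1.97. Between 1 and 2 h 43 were higher at both, against 67.5 and 2.89, and 33 lower, against 20 and 11.3. Between 1 and 4 h 36 were higher, against 65 and 2.14, and 20 lower, against 21 and 5.32. With nothing changed and only the controls shared, the simulation still gave 61.5 to 67.5 genes higher at both times of a pair. Shared controls can thus bring the whole excess of higher genes over independent lists. The 77 lower at 2 and 4 h lay above the simulation, and 3 controls are too few to split. The 199 genes were 427, 62 and 450 without male control 1, 2 and 3, 109 without male 4 h 2, 348 without the 3 shallowest libraries and 69 without male control 2 and male 1 h 2. The 28 genes were 100, 13 and 152 without male control 1, 2 and 3, and 66 without male 1 h 2.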

There were seven categories that overlapped at all time-points (Figure 4). GO terms ‘Cellular response to stimulus’ and ‘Cell communication’ were changed at all time-points indicating a response to stress and injury. 

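Genes of antimicrobial and other immune-induced peptides had the lowest adjusted p of the gene lists in female brains: 24 of 29 had a positive log2 FC at 4 h post-TBI, with a median of 0.88, or 0.77 with genes at 0 counts set to their limits (camera adjusted p = 1.65e-06, and adjusted p = 0.956 with an estimated correlation). Without female 4 h 2, in which photoreceptor markers lay at −1.48 and neuron markers at −0.86 from the other libraries, the median was 0.38 (adjusted p = 0.0491), and without female control 2 the adjusted p was 0.014. Gut and salivary gland markers and trachea and cuticle markers were also higher at 4 h, at medians of 0.67 and 0.54 (adjusted p = 0.0328 each, and adjusted p = 0.970 and 0.344 with an estimated correlation). Both calls ended without female control 1 (0.0707 and 0.0781), female control 2 (0.521 and 0.0563) or female 4 h 1 (0.51 and 0.0931), the first also without female 1 h 2 (0.107), female 2 h 2 (0.11), female 4 h 3 (0.0938) or male 2 h 1 (0.0982), and the second without female control 3 (0.241) or female 4 h 2 (0.216). *IM3*, an immune-induced peptide gene, stood at 2746 ± 2676 CPM (SD, n = 3) against 1025 ± 81.6 CPM, every injured female above every control (log2 FC 1.42 ± 0.64, SE). Its call was lost without female 4 h 2 (log2 FC 0.26) or female control 1, 2 or 3 (1.36, 1.45 and 1.47), by limma voom (0.40) and with a replicate block (1.18). *IM14*, another peptide gene of this kind, stood at 2712 ± 1540 against 1474 ± 115 CPM, every injured female above every control (log2 FC 0.88 ± 0.44), and was not called. At 1 h 23 of the 29 were positive, with a median of 0.23 (adjusted p = 0.0209, and adjusted p = 0.769 with an estimated correlation), a call that ended without female control 2 (0.521), female 1 h 2 (0.171) or male 1 h 2 (0.0606), with no filter (0.0735), with filterByExpr (0.0988) and by limma voom (0.122). At 2 h 22 were positive, with a median of 0.20 (adjusted p = 0.142). By edgeR, 1 member was called higher and 1 lower at 4 h and none at 1 or 2 h, with 0 adjusted over the list alone. The lower one was *Drsl3*, with 0 counts against 12, at least 3.82-fold lower, and it was not called without any one of the libraries at 4 h, by DESeq2, the exact test or limma voom, or with a replicate block.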

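Odorant-binding protein and odorant receptor genes, 27 tested, were lower in females after injury at a median log2 FC of −0.98, −0.74 and −0.50 at 1, 2 and 4 h (camera adjusted p = 0.00799, 0.031 and 0.0328, and adjusted p = 0.730, 0.991 and 0.956 with an estimated correlation). By edgeR 7, 5 and 7 members were called lower and none higher, with 1, 4 and 6 lower adjusted over the list alone. *Obp83b* had a log2 FC of −4.57 at 4 h, and −1.85, no longer called, without female control 2. Genes of the antenna were high in that control library, and without it the list was called at no time, with medians of 0.14, −0.03 and 0.25 (adjusted p = 0.997, 0.870 and 0.705). At 2 h this call also ended without female 2 h 1 (0.549), 2 h 2 (0.108), 2 h 3 (0.0969), female 1 h 2 (0.0569), male 2 h 1 (0.0609) or male 2 h 2 (0.112), and at 4 h without female 4 h 1 (0.302), female 2 h 1 (0.0674) or male 2 h 2 (0.0892). By limma voom the adjusted p was 0.128 at 1 h, 0.445 at 2 h and 0.117 at 4 h, and by the exact test 0.273 at 2 h and 0.144 at 4 h. Genes of neurogenesis, the mitochondrial ribosome and the Toll and Imd pathways passed the test at no time in females: their medians lay between −0.23 and 0.20, and their lowest adjusted p was 0.289. At 1 h the neurogenesis list had a median of 0.20 and a mean of −0.09, and at 4 h 0.12 and −0.02.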

*Tau*-KO females show very little change in transcription with enrichment in few GO categories after injury (Table 1). Unlike *tau*-KO males, there was no overlap seen between GO categories in *tau*-KO females across all time-points.

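*CG10038*, *CG9766*, *Nxf3*, *nudC*, which encodes a dynein-associated protein, and *Uev1A* were among 9 genes called higher in females at all 3 times. The 8 called lower at all 3 were *Obp19a*, *Obp19d*, *Obp28a*, *Os-C*, *a10*, *a5*, *CG3436* and *OS9*, most of which are known from the antenna. The genes of these sets were named after their values were seen. *Obp19d* had a log2 FC of −3.57 ± 1.16 (SE, n = 3) at 1 h, and −0.05, no longer called, without female control 2. In all, 56 genes were called in the same direction at 2 or 3 times, 24 higher and 32 lower, and 17 at all 3. Simulated groups with no change, in which the controls were simulated too, gave 173 (144 to 202), 119.5 higher and 55 lower, and 35.5 at all 3 (23 to 46). The simulated lists were longer, at medians of 361, 362 and 356 calls at 1, 2 and 4 h against 113, 170 and 112 here. Their overlaps therefore cannot be set directly against the real ones. For 1 and 2 h, 1 and 4 h, and 2 and 4 h, the shared genes were 12, 14 and 16 higher, where simulation gave 59, 59 and 62 and independent lists 0.17, 0.19 and 0.29. They were 13, 17 and 18 lower, where simulation gave 19.5, 22 and 21.5 and independent lists 1.33, 0.64 and 0.98. With nothing changed, shared controls gave overlaps in the simulation too, from its longer lists. How much of the excess over independent lists they bring here cannot be told, as 3 controls are too few to split. The 56 genes were 116 without female control 1, 35 without female control 2, 34 without female 1 h 2, 137 by limma voom and 20 with filterByExpr. The 17 genes were 53 and 10 without female control 1 and 2, between 7 and 11 without each library at 1 or 4 h, 9 with filterByExpr and 10 with a replicate block.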

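The response of *AdenoK*, the adenosine kinase gene, had a log2 FC of −1.75 in males and 0.19 in females at 1 h post-TBI, a difference of −1.93 ± 0.57 (SE, n = 3 per group, edgeR interaction, adjusted p = 1). At 4 h *CG15312* differed by 2.05 ± 0.55, from 1.43 in males and −0.62 in females, and at 2 h *CG12950* differed by 4.24 ± 1.27 (adjusted p = 1 each). In male controls *CG15312* was lower than in female controls before injury (log2 FC −1.48 ± 0.40), and *Cyp6v1* had 0 counts against 41, at least 13.4-fold lower (edgeR adjusted p = 1 each). The interaction test called 129 genes higher and 110 lower in males relative to females at 1 h, 119 and 168 at 2 h, and 112 and 128 at 4 h. The split was 94 and 213 at 2 h with RLE size factors and 77 and 145 at 4 h by DESeq2. None of the tested genes passed an FDR of 0.05 by edgeR or limma voom, while edgeR with no filter gave 5, 9 and 11 at 1, 2 and 4 h, and DESeq2 gave *Obp19a* alone each time, whose 165 female control counts all lay in female control 2. Gut and salivary gland markers, 10 tested, differed at 1 h by a median of −2.89 (camera adjusted p = 0.0117, and adjusted p = 0.913 with an estimated correlation), a call that ended without male control 3 (0.688), male 1 h 2 (0.28), female control 2 (0.154), male control 1 (0.138), female 1 h 2 (0.105) or female 2 h 2 (0.0868). Glia markers and neuropeptide genes differed at 2 h by medians of −0.72 and −0.64 (adjusted p = 0.0497 each, and adjusted p = 0.820 with an estimated correlation), with adjusted p = 0.599 and 0.840 without male control 2. Both calls also ended without female control 1 (0.103 each) or 3 (0.0596 each), female 2 h 1 (0.146 each) or 2 (0.0902 each), male 2 h 1 (0.0541 and 0.0552) or 3 (0.139 and 0.236), female 1 h 1, 2 or 3, female 4 h 1, male 1 h 1 or male 4 h 1 (0.0513 to 0.0564), and by limma voom (0.172 and 0.0816). With filterByExpr the call for gut markers ended at 0.245.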

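Summed over the 3 times, 1244 calls were made in males and 395 in females, a ratio of 3.15, with ratios of 3.23, 3.36 and 2.75 at 1, 2 and 4 h. The lowest correlation between replicates was 0.591 in males at 1 h and 0.627 in male controls. The ratio was 1.28 without male control 2 (524 and 410 calls), 4.98 without male control 1 (1927 and 387) and 4.93 without male control 3 (1859 and 377). It was 1.81 without female control 1, 4.54 without female control 2, 3.14 without male 1 h 2, and 1.06 without male control 2 and male 1 h 2 (517 and 486 calls). It was 1.31 by the exact test, 1.67 by limma voom and 5.33 without the 3 shallowest libraries. At single times males did not always have more calls: the ratio was 0.316 at 1 h by the exact test, 0.942 at 4 h by limma voom, and 0.878 at 2 h and 0.983 at 4 h without male control 2. By limma voom it was 1.003 at 1 h. With every library thinned to 117416 counts, its median over 10 draws was 2.19 (1.94 to 2.26). From the smaller number of changes in females than in males after injury, the paper concludes that the sexes differ inherently in gene expression, in a way Tau does not influence.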

Overall, *tau*-KO females exhibit fewer gene expression changes compared to *tau*-KO males after injury, demonstrating an inherent sex-dependent disparity in gene expression not influenced by Tau. 

### 3.4. Immune Response to TBI Is Downregulated by Absence of Tau in Females

After brain injury, a robust neuroinflammatory response is essential to clear apoptotic cells, misfolded or aggregated proteins and pave the way for tissue repair and restore homeostasis but exaggerated and prolonged immune response can prove to be damaging [36]. A persistent inflammatory response is shown to induce acute and chronic alteration in Tau dynamics in rodents [37] while Tau-deficiency in a model of neuroinflammation has demonstrated neuroprotection [29]. Additionally, sex-differences in innate and adaptive immune responses have been well documented with reports indicating females generally exhibit a more enhanced immune response than males [38]. In a male mouse model of TBI, inhibiting microglia after TBI reduced chronic neuroinflammation and neurodegeneration [39]. Based on these findings, we assessed the change in immune response gene transcription in *tau*-KO female and male flies (Figure 5).

*Drosophila* lack an adaptive immune system and rely solely on innate immunity consisting primarily of the Toll, Immunodeficiency (Imd) and Janus Kinase protein and the Signal Transducer and Activator of Transcription (JAK-STAT) pathways [40]. We looked at changes in transcript levels of genes involved in the Toll pathway which specifically controls the transcription of the anti-fungal peptide *Drosomycin* (*Drs*) and the Imd pathway which activates the transcription of the anti-bacterial peptides *Diptericin* (*Dpt*), *Cecropin* [41] and *Attacin* (*Att*) [42] after injury in both sexes of *tau*-KO flies. In *tau*-KO females (Figure 5A), we see a decrease in immune response post-TBI as only *DptB* and *pll* (*pelle*) are significantly changed in response to injury. Conversely, *tau*-KO males (Figure 5B) exhibit a greater change in transcription of immune response genes with several transcripts significantly downregulated post-TBI. 

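*DptB*, which encodes the antibacterial peptide Diptericin B, had 55 counts in females at 4 h post-TBI against 3 in controls, a ratio of 19.2 (95% interval 6.23 to 95.8), at 20.5 ± 26.5 against 2.07 ± 3.58 CPM (SD, n = 3). At 2 h *DptB* had 16 counts, a ratio of 5.02 (1.44 to 26.9), and at 1 h the ratio was 1.91 (0.372 to 12.3). *DptB* was not called at any of the 3 times (edgeR adjusted p = 1). Most of the injured counts at 4 h lay in female 4 h 2, and their SD of 26.5 CPM exceeded their mean of 20.5 CPM. All 3 control counts lay in female control 1, without which *DptB* was called at 4 h, at a log2 FC of 7.09 against 3.57. It overlaps *CG43109*, and reads may be shared with its paralog *DptA*. *pll*, which encodes the Pelle kinase of the Toll pathway, was called lower at 2 h, with 0 counts against 11 in controls (3.96 ± 3.49 CPM), at least 3.90-fold lower (edgeR adjusted p = 1), and had log2 FC of −0.71 at 1 h and −1.29 at 4 h. The call of *pll* was lost without any one of the libraries at 2 h, by DESeq2, the exact test and limma voom, and with no filter. It overlaps *TfIIA-L*. The 21 immune genes drawn in Figure 5, for which the paper gives the category and not how each gene was chosen, had positive log2 FC in 15, 15 and 16 genes at 1, 2 and 4 h. Their median was 0.50 at 1 h (camera adjusted p = 0.0338, and adjusted p = 0.730 with an estimated correlation), 0.20 at 2 h (adjusted p = 0.435) and 0.67 at 4 h, or 0.64 with genes at 0 counts at their limits (adjusted p = 0.0087, and adjusted p = 0.956 with an estimated correlation). Among them edgeR called *pll* lower at 2 h and none at 1 or 4 h, with 0 adjusted over the list alone. The 1 h call ended with no filter (0.079), filterByExpr (0.0878), a replicate block (0.0726) and limma voom (0.213). It also ended without female control 2 (0.521), female control 3 (0.181), female 1 h 1 (0.132), female 1 h 2 (0.171), female 4 h 2 (0.0518), male 1 h 1 (0.0721) or male 1 h 2 (0.09), and the 4 h call without female control 2 (0.0563), female control 3 (0.063) or female 4 h 2 (median 0.49) and by limma voom (0.117).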

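*CecA1* and *CecA2* encode cecropins, and *AttC* and *DptB* encode an attacin and a diptericin, all antibacterial peptides. At 2 h post-TBI in males, *CecA1* stood at 6.56 ± 0.46 CPM (SD, n = 3) against 47.8 ± 81.4 CPM in controls (log2 FC −2.94 ± 1.29, SE), and *AttC* at 14.1 ± 9.06 against 84.2 ± 132 CPM (−2.63 ± 1.21). At 4 h *CecA2* stood at 6.59 ± 3.77 against 40.7 ± 63.0 CPM (log2 FC −2.92 ± 1.20), and *DptB* had 2 counts against 107, a ratio of 0.0217 (interval 0.00259 to 0.0803). These were called lower, with edgeR adjusted p = 0.639 at 2 h and 0.962 at 4 h. *CecB*, another cecropin, had 3 counts at 2 h and 2 at 4 h against 34, ratios of 0.0877 (0.0172 to 0.279) and 0.0683 (0.00795 to 0.266), and *DptB* had 10 against 107 at 2 h (log2 FC −3.52 ± 1.75), none of them called. The control means came mostly from male control 3: *CecA1* was 0, 1.62 and 141.7 CPM in male control 1, 2 and 3, *CecA2* 7.04, 1.62 and 113, *AttC* 14.1, 2.42 and 236, and *DptB* 0, 0 and 112. Without that library the log2 FC was 2.16 for *CecA1* and 1.46 for *AttC* at 2 h, and 1.01 for *CecA2* and 3.30 for *DptB* at 4 h, and none was called. The calls were also lost without male 2 h 1, 2 or 3 for *CecA1* (−2.98, −2.87 and −2.96), without male 2 h 2 or 3 for *AttC* (−2.47 and −2.34), and without male 4 h 2 or 3 for *CecA2* (−2.80 and −2.62) and *DptB*. Cecropin genes are related to each other, as are attacin genes, and reads that aligned to more than 1 place were not assigned to a gene.

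**Figure D2:**
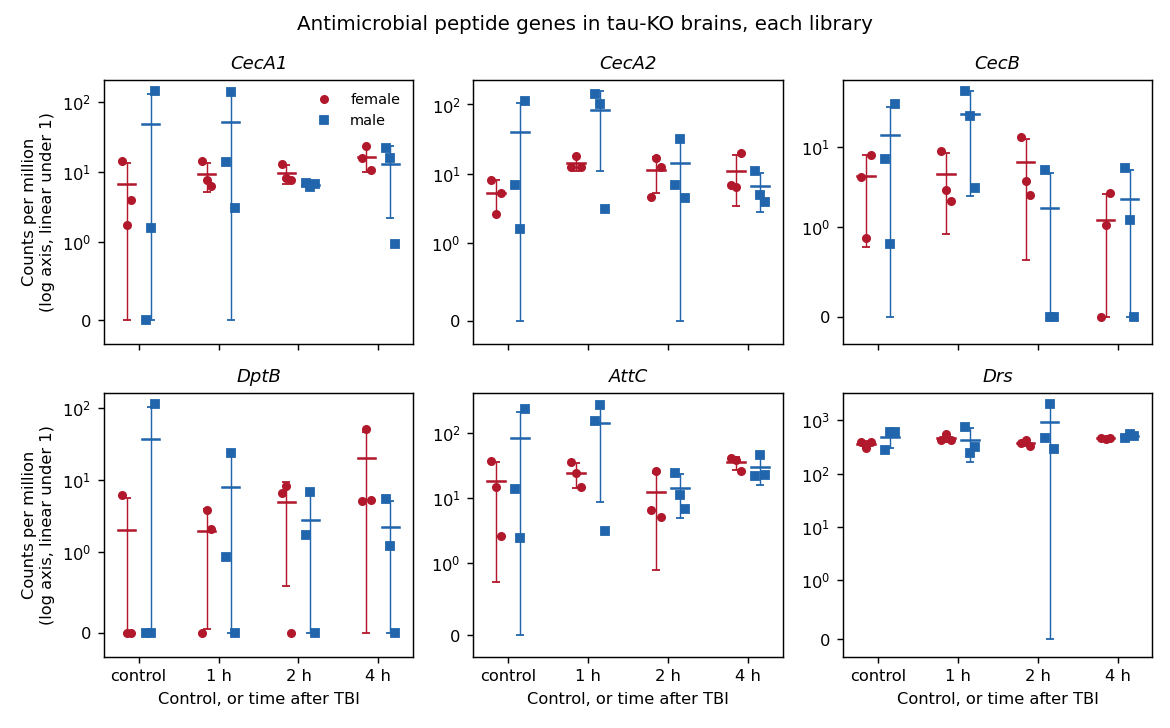
CPM of 6 antimicrobial peptide genes in each library, on an axis that is linear under 1 and logarithmic above, for females (red circles) and males (blue squares) as control and at 1, 2 and 4 h post-TBI. Lines are means and bars SD, with the lower end clipped at 0, and for *CecA1*, *AttC* and *DptB* 1 male control lies at 141.7, 236 and 112 CPM, above the other male controls.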

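At 1 h post-TBI in males, *CecA1*, *CecA2* and *AttC* had log2 FC of 0.05, 0.96 and 0.73, and *DptB* −2.11, and none was called. Without male control 3 the log2 FC was 5.15 for *CecA1*, 4.88 for *CecA2* and 4.83 for *AttC*, each then called higher. Without male control 2 and male 1 h 2, *CecA1* was called lower at −3.0, and without male 1 h 2 *DptB* was called lower at −5.59. *imd*, which encodes the adaptor of the Imd pathway, stood at 8.41 ± 6.90 CPM (SD, n = 3) at 4 h against 24.5 ± 3.12 CPM, every injured male below every control (log2 FC −1.83 ± 0.77, SE, edgeR adjusted p = 0.962). The call of *imd* was lost without male control 3 (log2 FC −1.75), male 4 h 2 (−1.53) or male 4 h 3 (−1.43), by the exact test and with no filter. Of the 21 immune genes drawn in Figure 5, 15 were positive at 1 h and 15 and 14 negative at 2 and 4 h. Their median log2 FC was 0.73 at 1 h (camera adjusted p = 0.0243, and adjusted p = 0.906 with an estimated correlation), −0.91 at 2 h (adjusted p = 0.647) and −0.87 at 4 h (adjusted p = 0.438). Called members were 1 higher at 1 h (1 adjusted over the list alone), 2 lower at 2 h and 3 lower at 4 h (0 adjusted over the list alone). The 1 h call ended without male control 1 (0.196), male control 2 (0.328), male 1 h 1 (0.6) or male 1 h 2 (0.504), and without male control 2 and male 1 h 2 (0.912, at a median of 0.19). It also ended with no filter (0.194), by the exact test (0.082), by limma voom (0.202) and with a replicate block (0.0636). Over the wider list of 29 antimicrobial peptide genes, medians were 0.28, −0.26 and −0.15 (adjusted p = 0.0903, 0.647 and 0.766), and at 2 and 4 h the mean was −0.53 and −0.63 while the test ran toward higher.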

There is a significant decrease in transcription in antibacterial and antifungal effector proteins including *CecA1*, *CecA2*, *CecB*, *DptB* and *AttC* in *tau*-KO males. 

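*Drs* encodes the antifungal peptide Drosomycin, an effector of the Toll pathway. It ranged from 304.4 to 549.2 CPM in the 12 female libraries and from 237.9 to 1982 CPM in the 12 male libraries. In females it stood at 458.5 ± 17.6 CPM (SD, n = 3) at 4 h against 360.1 ± 48.3 CPM in controls, a log2 FC of 0.35, with 0.37 at 1 h and 0.08 at 2 h (edgeR adjusted p = 1 each). In males *Drs* was at 915 ± 928 CPM at 2 h against 492 ± 188 CPM (log2 FC 0.89 ± 0.48, SE, edgeR adjusted p = 0.645), and its log2 FC was −0.19 ± 0.48 at 1 h and 0.02 at 4 h. The 2 h mean rested on male 2 h 2, at 1782 CPM without TMM factors, where no other library was above 646.7 CPM.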

Although not significantly induced after injury, *Drs* is consistently expressed at high levels in both sexes. 

These data suggest that male and female flies exhibit differences in immune response post-injury in the absence of Tau. It is, however, not known how Tau depletion suppresses immune response activation after injury. 

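At 4 h post-TBI, the antimicrobial peptide genes differed between the sexes in their response: 24 of 29 had a lower log2 FC in males than in females, with a median difference of −1.21 (camera adjusted p = 0.0247, and adjusted p = 0.819 with an estimated correlation). For *DptB*, the diptericin gene, the difference was −8.37 ± 2.81 (SE, n = 3 per group, edgeR interaction, adjusted p = 1), and −0.18, no longer called, without male control 3. Of the immune genes drawn in Figure 5, 18 of 21 were lower in males relative to females at 4 h, with a median of −1.44 (adjusted p = 0.0244, and adjusted p = 0.819 with an estimated correlation). At 1 and 2 h neither list passed the test: antimicrobial medians were 0.00 and −0.66 (adjusted p = 0.977 and 0.628), and Figure 5 medians 0.09 and −0.95 (adjusted p = 0.742 and 0.311). By edgeR 3 members of each list were called lower at 4 h and none higher, with 0 adjusted over the list alone. The uninjured sexes differed too: *CecA2* had a log2 FC of 3.05 ± 1.16 in male against female controls, with its call lost without male control 3 (−0.87) or female control 2 (2.68). In that comparison the Figure 5 genes had a median of 1.42 (adjusted p = 0.00283) and the antimicrobial genes 0.72 (adjusted p = 0.0282), with adjusted p = 0.655 with an estimated correlation. Without male control 3 both had a median of −0.38 and neither was called (0.948 and 0.289), and the second call ended without female control 2 (0.255). The calls of the 4 h differences ended without male control 3, with a median of −0.08 for antimicrobial genes (0.864) and 0.47 for Figure 5 genes (0.885). They also ended without female control 2 (0.145 and 0.0527), female 4 h 2 (0.264 and 0.0942), male 1 h 1 (0.0548 each), male 4 h 1 (0.123 and 0.0749) or male 4 h 3 (0.157 and 0.121), and the Figure 5 list without female control 3 (0.0628).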

### 3.5. Tau-Deficiency Alters Mitochondrial Transcript Levels Differently between Sexes

One of the prominent concerns after brain injury involves secondary damage associated with mitochondrial dysfunction which leads to increased production of reactive oxygen species (ROS) coupled with subsequent apoptosis and decreased cellular energy production [43]. Since mitochondria are one of the many organelles transported in anterograde and retrograde pattern along the microtubules that are stabilized by Tau, it is likely that absence of Tau culminates in alterations to mitochondrial dynamics. Interestingly, Tau deletion in young mice enhanced brain function by improving mitochondrial health [44]. Similar to Tau, sex-differences in mitochondrial function have also been studied as a major contributor to TBI outcome [45]. To understand if Tau ablation in TBI inflicted flies could limit aberrant mitochondrial gene transcription, we assessed transcriptional changes in mitochondrial genes in *tau*-KO *Drosophila* (Figure 6).

Overall, Tau ablation downregulates expression of mitochondria related genes in females (Figure 6A). 

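Of the 21 mitochondria related genes of Figure 6, 19 had a negative log2 FC in females at 1 h post-TBI, with a median of −1.04 (camera adjusted p = 0.00637, and adjusted p = 0.730 with an estimated correlation). *Surf4*, whose protein cycles between endoplasmic reticulum and Golgi, stood at 19.0 ± 1.70 CPM (SD, n = 3) against 55.0 ± 26.6 CPM, every injured female below every control (log2 FC −1.54 ± 0.69, SE, edgeR adjusted p = 1). *SdhA*, a subunit of succinate dehydrogenase, *prel*, *yip2* and *Indy*, a citrate transporter gene, had log2 FC of −1.13, −1.19, −1.11 and −1.09 at 1 h and were not called. At 2 and 4 h 14 and 13 of the genes were positive, with medians of 0.17 (mean −0.03, adjusted p = 0.893) and 0.09 (adjusted p = 0.663). The paper gives the category of this list and not how each gene was chosen. By edgeR *Surf4* was called lower at 1 h, 1 member at 2 h and none at 4 h, with 0 adjusted over the list alone. The list's call at 1 h ended without female control 2 (median −0.32, adjusted p = 0.521) and by limma voom (0.054). The call of *Surf4* was lost without female control 2 (log2 FC −1.17), female control 3 (−1.51) or any one of the libraries at 1 h (−1.50, −1.51 and −1.61).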

*Tau*-KO males (Figure 6B) show few gene expression changes post-TBI with an initial significant downregulation of *Surf1*(*Surfeit 1*), involved in the assembly of the mitochondrial respiratory chain complex Cytochrome Oxidase at 1 h after injury and no change at later time-points. This could be indicative of an initial alteration in mitochondrial dynamics in response to injury in males in the absence of Tau. 

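*Surf1* was called lower in males at 1 h post-TBI, with 0 counts against 10 in controls, at least 4.61-fold lower (edgeR adjusted p = 0.995). All 10 control counts lay in male control 3. At 2 h its log2 FC was −1.10 ± 1.62 (SE, n = 3) and at 4 h −0.25 ± 1.62, and it was not called. The 1 h call was lost without male control 3 (log2 FC 0.00), male 1 h 1 or male 1 h 2, by the exact test and by limma voom.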

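*yip2*, whose product acts in mitochondrial β-oxidation, stood at 20.6 ± 9.21 CPM (SD, n = 3) in males at 2 h post-TBI against 91.3 ± 70.6 CPM in controls (log2 FC −2.17 ± 0.98, SE) and was called lower (edgeR adjusted p = 0.639). Its log2 FC was −0.12 ± 0.91 at 1 h and −1.42 ± 0.96 at 4 h, and it was not called. The 2 h call was lost without male control 2 (log2 FC −1.65), male control 3 (−2.08), male 2 h 1 (−2.05) or male 2 h 3 (−1.96). *colt*, which encodes the carnitine and acylcarnitine carrier of the inner membrane, was called lower at both 2 and 4 h, at 32.1 ± 10.3 and 37.0 ± 8.75 CPM, every injured male below every control (log2 FC −1.71 ± 0.56 and −1.49 ± 0.57, edgeR adjusted p = 0.639 and 0.962). Both calls of *colt* were lost without male control 2 (log2 FC −1.04 at 2 h and −0.82 at 4 h).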

*Yip2* (*yippee interacting protein 2*), involved in mitochondrial β-oxidation is significantly downregulated in *tau*-KO males. This downregulation in energy genes may reflect an adaptive cellular response to functional and structural impairment caused by damage to neurons in response to TBI. 

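The gene *vimar*, whose product regulates mitochondrial fission, was called lower in females at 2 h post-TBI, with 0 counts against 23 in controls (9.45 ± 2.52 CPM, SD, n = 3), at least 8.15-fold lower (edgeR adjusted p = 1). At 1 h it had 3 counts, a ratio of 0.15 (95% interval 0.0288 to 0.495), and at 4 h its log2 FC was −1.23 ± 1.48 (SE), and it was not called. In males *vimar* had 2 counts at 2 h against 33 in controls, a ratio of 0.0602 (0.007 to 0.236, edgeR adjusted p = 0.642), and was not called. Its log2 FC in males was −1.08 at 1 h and −2.32 ± 1.57 at 4 h. *vimar* overlaps *CG30156* on the same strand.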

*Vimar* (*visceral mesodermal armadillo-repeats*), a regulator of mitochondrial fission through *Miro* (*Mitochondrial Rho*), is also significantly downregulated in *tau*-KO females and males. Additionally, we have observed a significant decrease in transcripts for *aralar1*, which shuttles metabolites, nucleotides and cofactors across the inner mitochondrial membrane, and genes involved in mitochondrial biogenesis like *mRpL55* (*mitochondrial ribosomal protein L55*) and *mRpL43* (*mitochondrial ribosomal protein L43*) after injury in males. 

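In males at 2 h post-TBI, *aralar1* stood at 8.76 ± 8.65 CPM (SD, n = 3) against 44.4 ± 48.0 CPM in controls (log2 FC −2.57 ± 0.98, SE). *mRpL55* stood at 3.84 ± 1.87 against 45.3 ± 54.2 CPM, every injured male below every control (log2 FC −3.52 ± 1.44), and *mRpL43* had 1 count against 50, a ratio of 0.0199 (interval 0.000493 to 0.116). The 3 genes were called lower at 2 h (edgeR adjusted p = 0.639 each). At 4 h the log2 FC was −1.51 for *aralar1*, −2.55 ± 1.36 for *mRpL55* and −3.09 ± 1.51 for *mRpL43*, and at 1 h it was 0.38, −1.09 and −0.84, with none called. Without male control 2 the 2 h log2 FC was −1.53 for *aralar1* and −1.63 for *mRpL55*, and neither was called. The calls were also lost without male 2 h 2 for *aralar1* (−1.86) and *mRpL43* (−3.76), without male 2 h 1 for *mRpL55* (−3.21), by limma voom for *aralar1* and *mRpL55*, and by the exact test for *aralar1*.

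**Figure D3:**
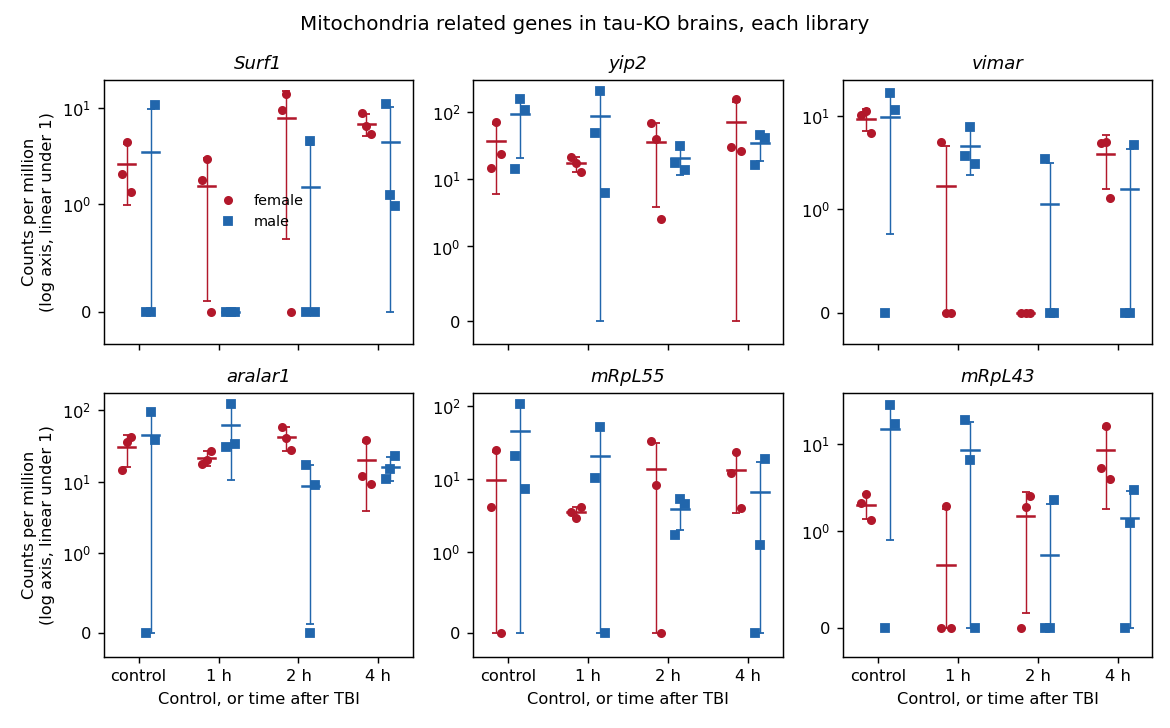
CPM of 6 mitochondria related genes in each library, on an axis that is linear under 1 and logarithmic above, for females (red circles) and males (blue squares) as control and at 1, 2 and 4 h post-TBI. Lines are means and bars SD, with the lower end clipped at 0, and *mRpL55* in the males at 2 h, at a mean of 3.84 CPM, lies below every male control.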

Under circumstances of decreased fuel supply or increased energy demand, such as injury or neuronal damage, cells have to adjust their metabolic processes to maintain the availability of cellular energy (as ATP) to meet the energetic needs of tissues [46]. We speculate that downregulation of these genes could indicate absence of mitochondrial impairment in response to injury in the absence of Tau.

These data show that Tau deficient males and females exhibit differences in mitochondrial gene transcription with males exhibiting more significant downregulation in expression of genes involved with solute transport and mitochondrial biogenesis. It is possible that Tau deficiency is protective against mitochondrial dysfunction, but it does not appear to be the source of sex dependent response to TBI.

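For the 21 genes of Figure 6, the log2 FC in males was lower than in females in 19 at 2 h and 18 at 4 h post-TBI, with median differences of −1.05 and −0.88 (camera adjusted p = 0.0184 and 0.019, and adjusted p = 0.820 and 0.819 with an estimated correlation). At 1 h 17 were higher in males relative to females, with a median of 0.51 (adjusted p = 0.513). The paper draws these genes from the same libraries, so the list may not be independent of them. By edgeR's interaction test 2 members were called lower at 2 h and 1 at 4 h, with 0 adjusted over the list alone. Within males 18 of the 21 were negative at 2 h (median −1.03, adjusted p = 0.00474, and adjusted p = 0.727 with an estimated correlation), 19 at 4 h (median −0.63, adjusted p = 0.0106, and adjusted p = 0.844 with an estimated correlation) and 15 at 1 h (median −0.37, adjusted p = 0.447). By edgeR 1, 5 and 1 members were called lower in males at 1, 2 and 4 h, and none higher, with 0 adjusted over the list alone. In uninjured brains 19 of the 21 were higher in male than in female controls, with a median of 0.66 (adjusted p = 0.017, and adjusted p = 0.655 with an estimated correlation). That adjusted p was 0.636 without male control 2, where glia markers were high and neuron markers low, 0.23 without female control 1 and 0.12 without male control 3. The male calls ended without male control 2 at a median of −0.47 (adjusted p = 0.145) at 2 h and −0.26 (0.523) at 4 h, and the 4 h call also without male 4 h 1 (0.247). The 2 h difference between the sexes ended without male control 2 (0.21), female 2 h 1 (0.146), male 2 h 3 (0.139), female control 1 (0.103), female 2 h 2 (0.0902), female control 3 (0.0596), male control 3 (0.0573) or male 2 h 1 (0.0541). The 4 h difference ended without male control 2 (0.356), female 4 h 2 (0.264), male 4 h 1 (0.217), female control 1 (0.193) or male control 3 (0.0798), and by limma voom (0.18).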

In summary, our results report sex differences in TBI outcome in the *Tau*-KO flies. The exact mechanisms for varied outcomes in male and female flies need further investigation but the differences in fly brain architecture could possibly mediate these sex differences post-injury. 

## 4. Discussion

Here, we evaluated sex differences in TBI response in *Drosophila* inflicted with full body trauma in the absence of Tau. In addition to age, severity and location of impact, biological sex has been shown to influence variation in TBI outcome [7,32]. We have previously identified divergent sex dependent TBI response in transcription and motor function in *w^1118^ Drosophila* in the presence of Tau [7]. We also assessed the presence of sex differences in the presence of Tau protein using the Minos transposon-based MiMIC (Minos Mediated Integration Cassette) fly strain y^1^ w*; Mi{PT-GFSTF.0}Tau[MI03440-GFSTF.0]/TM6C, Sb^1^ Tb^1^ that results in expression of Tau tagged with EGFP-FlAsH-StrepII-TEV-3xFlag (Tau-EGFP) [47] (Figure S2). In females, we observed a significant increase in EGFP tagged Tau expression after TBI starting at 1 h up to 24 h whereas a significant increase was observed only at 1-h post-injury in males, showing variations in EGFP-tagged Tau protein expression in response to TBI between male and female flies. After having established the presence of sex dependent TBI outcomes in flies, we questioned whether Tau is a contributing factor to these differences. We hypothesize that if the TBI outcomes in flies are influenced by the presence of Tau, then ablation of Tau could eliminate varied responses in injured flies. To address this hypothesis, we first assessed change in motor function and survival post-TBI in *Tau*-KO flies of both sexes. We also assessed gene transcription changes in isolated *tau*-KO male and female fly brains at control, 1, 2 and 4-h post-TBI to capture differences within the immediate time frame in the absence of Tau. Throughout our assessments, we observed differences in male and female response in the *Tau*-KO flies post-TBI, indicating sex dependent outcome after injury is not primarily dependent on Tau. Presence and deletion of Tau in flies was verified by PCR using primer pairs for exon 3 of dTau. At the protein level, we observed a clear signal for Tau-EGFP but no signal was detected for *Tau*-KO (Figure S3). However, a direct data comparison between *w^1118^*, Tau-EGFP and *tau*-KO flies is unwarranted because of different genetic backgrounds.

In general, TBI symptoms are thought to resolve within 3 months post-injury but a scoping review from 45 studies indicates that approximately half of individuals with a single mild TBI demonstrate long-term impairment due to pathophysiological changes in the brain [48]. Included amongst these changes is the presence of neuroinflammation, cognitive impairment, learning and memory deficits, mitochondrial damage and progressive Tau pathology observed years after injury [2]. Following TBI, a robust neuroinflammatory response develops, which is characterized by release of inflammatory mediators, cytokines, chemokines and migration of macrophages and lymphocytes [49]. Existing evidence suggests that acute and chronic activation of immune system alters Tau dynamics, but the exact mechanisms are yet to be fully elucidated [36]. In addition, disruption of mitochondrial function is also shown to be an effect of Tau pathology [50]. Thus, alteration in Tau dynamics appears to be paramount in relation to its contribution to neurodegeneration [51]. Similar to Tau, sexual dimorphism has been previously reported in mitochondrial metabolism [52] and immune function [2]. Based on these findings, we questioned whether sex differences observed in TBI response [7] could solely be dependent on similar brain-wide differences in endogenous *Drosophila* Tau and if Tau indeed was the source of sex dependent outcome then Tau deficiency will alleviate differences between sexes. Since Tau depletion in flies had no overt negative or positive effects [15], we utilized *tau*-KO flies to explore the existence of sex differences in TBI in the absence of Tau.

Impaired movement, balance and coordination are some of the initial symptoms experienced by TBI survivors [53] so we looked at motor abilities and lifespan of *tau*-KO flies after TBI. Similar to humans, flies inflicted with trauma using the HIT-device exhibit incapacitation and ataxia visible immediately after injury [32]. Here, we assessed locomotor activity and climbing ability as measures of motor function in flies (Figure 1 and Figure S1). There is a fundamental difference between these assays in that locomotor activity is independent of a mechanical stimulus whereas climbing assay relies on the inherent property of flies to move against gravity when stimulated. Surprisingly, we observed no change in locomotor activity in either sex post-TBI in the absence of Tau but there was a clear difference in the overall activity over 24 h between sexes with females exhibiting higher activity than males. In the negative geotaxis assay, *tau*-KO females exhibit greater climbing ability and recovery than males post-injury. As we previously observed differences in motor function post-TBI in male and female flies in the presence of Tau [7] and such differences are also observed here in the absence of Tau, it is possible that Tau may not be influencing these types of movements in flies, but additional analysis is needed. Survival analysis shows that Tau deficient females exhibit higher mortality within 24 h after injury compared to males (Figure 2). In humans, TBI-related deaths are seen to be higher in males than females [31]. Interestingly, we observed no significant difference in overall lifespan of *tau*-KO male and female flies inflicted with TBI as compared to controls, indicating that absence of Tau has no impact on survival in TBI inflicted *Drosophila*. Here, we observed a higher mortality in injured females but longer lasting motor impairment in injured males. It is unknown whether the sex differences in death rates is the result of males incurring more severe injuries or a result of underlying physiological differences in injury response. It is possible that although fewer males die immediately after TBI, they sustain more severe trauma impairing motor function. In injured females, the effect of trauma sustained by other metabolic tissues resulting in higher mortality immediately after trauma is a possibility yet to be explored. 

In this study, we identified genome-wide transcriptional changes that occur in isolated fly brains of both sexes at control, 1, 2 and 4 h after injury with the HIT-device (Figure 3, Figure 4, Figure 5 and Figure 6) [12]. Since we previously observed gene expression changes in mitochondrial function and immune response in the fly TBI model [7], we looked at the same categories here to facilitate a trend comparison. While planning this study, we expected to see an increase in gene transcription of immune response and mitochondrial function after injury. These hypotheses were based on previous studies from rodent, human and fly TBI models that show activation of immune response and mitochondrial dysfunction after injury [53,54]. 

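Lower calls outnumbered higher calls in both sexes when the 3 times were summed: 835 of 1244 in males (67.1%) and 270 of 395 in females (68.4%), by edgeR. A gene called at several times is counted at each of them. The share of lower calls in males was 57% at 1 h, 74.6% at 2 h and 65.3% at 4 h post-TBI. In females it was 73.5%, 74.1% and 54.5%. Among the genes of lowest p, *jhamt* and *Crz*, of hormone synthesis and signalling, were called lower in males at 2 h, and the odorant-binding protein gene *Obp28a* in females. *jhamt* was at 113.7 CPM in male control 2, without TMM factors, and at most at 14.36 CPM in any other library. Without female control 2 the log2 FC of *Obp28a* was −0.85, −1.20 and −1.21 at 1, 2 and 4 h, and it was not called. The share in females was 38.6% without female control 2, which left 102 lower and 162 higher, and 85.4% without female control 3 (299 and 51). It was 55.6% without female control 1 (364 lower and 291 higher) and 57.9% by limma voom (462 and 336), where calls rose in both directions. The share in males was 45.9% without male control 3, with 853 lower calls against 835 and 1006 higher calls against 409.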

Here, we saw mostly downregulation of gene transcription in both sexes after TBI. As for immune response, we observed an upregulation of *DptB* only in females and downregulation of *Cecropins* and *Attacins* in males post-TBI (Figure 5). Although not significantly induced after injury, *Drs* and *Mtk* are consistently expressed at high levels in both sexes. This could indicate a defense response mounted due to Tau deficiency which inhibits overexpression or activation of immune system in response to injury. It is not yet clear what mechanistic advantage is offered by downregulation of immune response in *tau*-KO males. 

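*Mtk* encodes the antifungal peptide Metchnikowin. In females it stood at 211 ± 5.81 CPM (SD, n = 3) at 1 h post-TBI and 223 ± 14.2 CPM at 4 h against 107 ± 47.9 CPM in controls, every injured female above every control at both times (log2 FC 0.99 ± 0.63 and 1.07 ± 0.63, SE, edgeR adjusted p = 1 each). At 2 h in females its log2 FC was −0.25. In male controls *Mtk* was at 203 ± 204 CPM, and its log2 FC was −0.14 at 1 h, 0.73 at 2 h and 0.72 at 4 h. It was called at no time in either sex.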

Similar to the immune system, we saw downregulation of transcription for genes like *Surf1*, *Vimar* and *aralar1* involved in mitochondrial function (Figure 6). In a *Drosophila* model, mitochondrial enlargement due to a gain-of-function *Miro* transgene was rescued by loss-of-function vimar mutant [55]. It is also likely that *vimar* and *miro* transcription is altered in response to injury to prevent abnormal fusion and fission. Abnormal mitochondrial fission can promote cell death [55] and inhibition of mitochondrial fission has also been explored as a strategy to improve cognitive function after injury [56]. Knockdown of *aralar1* in insulinoma INS-1E cells impairs glucose oxidation correlated with a reduced generation of ATP and glutamate [57] while *Surf1* deficiency is shown to affect neurogenesis and decrease COX activity in yeast and humans [58]. It would be expected that mitochondrial activity would increase after injury to generate ATP needed to meet energy demands for cellular repair. Thus, we were surprised to see no upregulation of genes associated with the mitochondrial oxidative phosphorylation system. 

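Of 56 tested nuclear genes for subunits of the respiratory chain and ATP synthase, 38, 36 and 30 had a positive log2 FC in males at 1, 2 and 4 h post-TBI, with medians of 0.09, 0.08 and 0.03 (camera adjusted p = 0.285, 0.394 and 0.625). At 2 and 4 h in males the mean was −0.04 and −0.01 while the test ran toward higher. In females 23, 37 and 37 were positive, with medians of −0.05, 0.06 and 0.06 (adjusted p = 0.603, 0.613 and 0.957). By edgeR 2 members were called lower in males at 2 h and none in the other comparisons, with 0 adjusted over the list alone. *ND-23*, a subunit of complex I, had a log2 FC of 0.77 ± 0.36 (SE, n = 3) in females at 1 h and 0.74 ± 0.36 in males at 2 h, and was not called. *ND-MLRQ*, also a subunit in this list, had a log2 FC of −1.29 ± 0.58 (edgeR adjusted p = 0.639) in males at 2 h, and −0.63, no longer called, without male control 2, nor without male 2 h 1 (−1.30) or 3 (−1.08). *ATPsynD*, a subunit of ATP synthase, had a log2 FC of 0.47 ± 0.24 (edgeR adjusted p = 0.962) in males at 4 h.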

Several studies have employed mitochondria-targeted drugs in TBI models to increase mitochondrial biogenesis with the aim to reduce brain damage after injury [59] but here we saw downregulation of such genes namely, *mRpL55* and *mRpL43*. The absence of upregulation of immune system and mitochondrial genes could indicate that Tau deficiency is neuroprotective in brain injury.

Our previous study focused on TBI outcome in *w^1118^* flies reported varied outcomes in males and females but contrary to our expectation, we did not see a change in Tau transcription [7]. Here, we aimed to explore sex-differences in the absence of Tau and based on our findings from *Tau*-KO flies, it appears that Tau is a key player in TBI outcome. Even though we observe sex-differences in response to TBI here, the exact mechanism guiding such variations in male and female responses remains unknown. Thus, future investigations comparing TBI outcome in flies harboring Tau overexpression, wild-type and KO would be valuable to decipher the role of Tau in *Drosophila* brain injury. In conclusion, we surmise that sex differences in TBI outcome persist in the absence of Tau. It should, however, be noted that males and females have a variable response to this deficiency and the possible cause underlying such differences needs further investigation. Although the presence of metabolic tissues and sex specific gene expression could influence transcription, these data serve as a starting point to decipher gene expression changes in the brain only after traumatic injury.

## Figures and Tables

**Figure 1:**
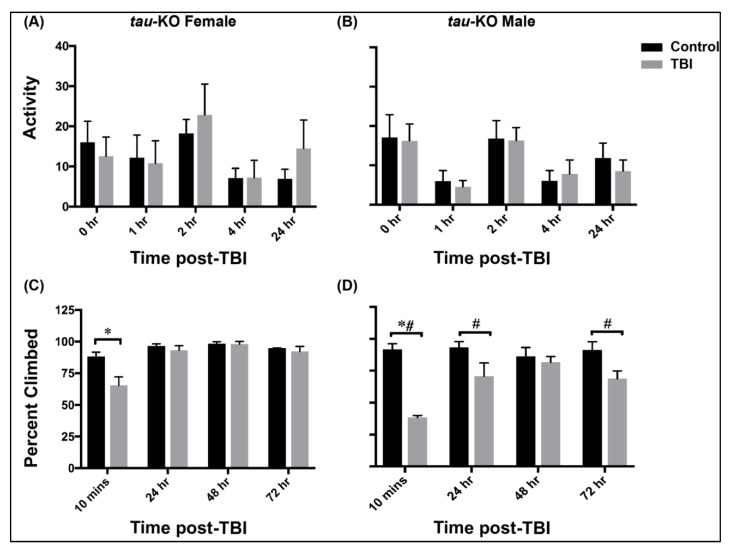
*Tau*-KO male and female flies exhibit varied outcomes to motor function assay. (**A**,**B**) Locomotor activity plots for *tau*-KO female (**A**) and male (**B**) flies after TBI. Average locomotor activity (the number of times a fly crosses the infrared beam in the 30-min before the time-point) is depicted for the first 24-h after injury as mean ± SEM (n > 20). We did not see a significant effect of TBI on locomotion (repeated measures ANOVA with LSD and Bonferroni). (**C**,**D**) Climbing ability of *tau*-KO female (**C**) and male (**D**) flies after TBI. Twenty flies per condition (male and female; control and post TBI; 3 replicate vials each) were placed in plastic vials and each vial was assessed at four time points: 10 min, 24-, 48- and 72 h after TBI. The average percent climbed across all 3 replicates is reported as mean ± SEM (each replicate consists of 20 flies; total 60 flies). Both sexes exhibit decreases in climbing ability 10 min after injury (* *p* < 0.05 with two-way ANOVA and # *p* < 0.05 with mixed design ANOVA and TukeyHSD). Males show lasting defects up to 72 h (Mixed design ANOVA with TukeyHSD).

**Figure 2:**
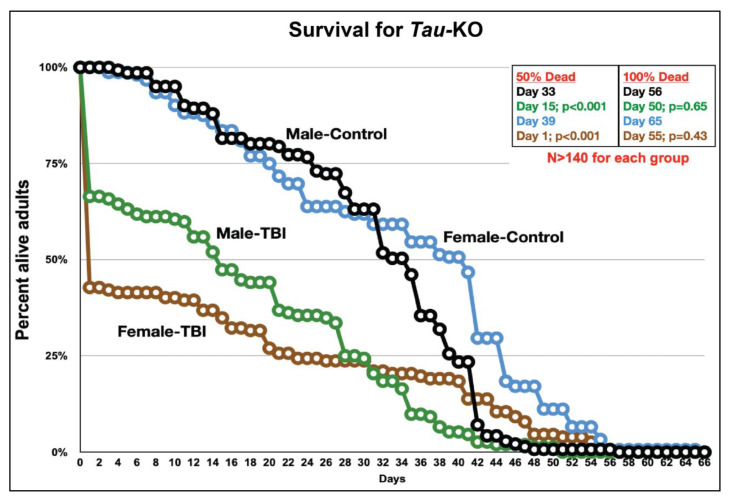
*Tau*-KO does not affect survival time in *Drosophila.* Survival curve of *tau*-KO flies at control and after TBI. Adult male and female 10–14-day old control and TBI flies were housed in separate vials. Flies were transferred into new vials every 2–3 days and the number of dead flies were counted every day till all flies died. Fifty percent death was observed in both sexes after TBI but Tau ablation did not affect the overall lifespan of TBI inflicted flies. Kaplan–Meier (Log-rank) test was used to compute statistical significance between control and TBI conditions (*p* < 0.05). The *p*-values indicated compare the differences between male-control to male-TBI (black to green) and female-control to female-TBI (blue to brown) flies at 50% and 100% death in the population.

**Figure 3:**
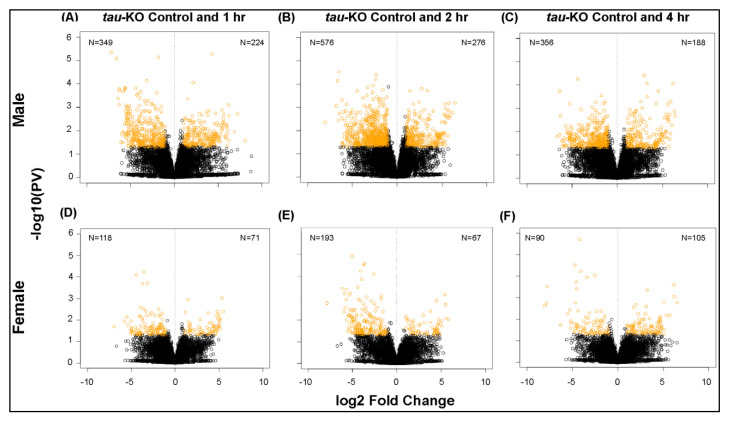
Transcriptional changes after TBI in *tau*-KO male and female flies. Volcano plots depicting log2 fold change and –log10 (PV: *p*-value) of differentially expressed genes at 1, 2 and 4 h after injury compared to control are indicated for males (**A**–**C**) and females (**D**–**F**) (*n* = 3 for each condition: male and female at control, 1, 2 and 4 h post-TBI).The number of significantly upregulated and downregulated gene changes are indicated in yellow in each plot (|log2FC| > 1; *p*-value < 0.05). *Tau*-KO males show more transcriptional upregulation of genes in response to injury than females.

**Figure 4:**
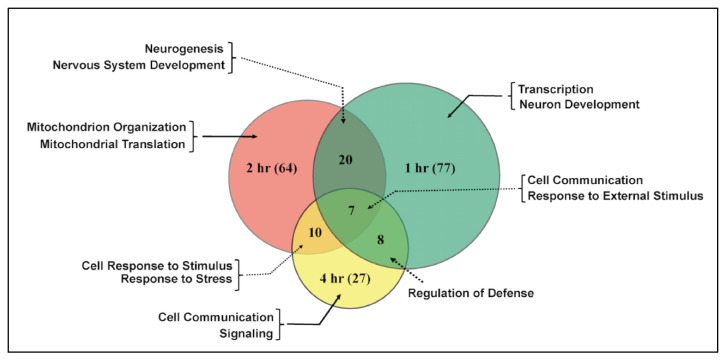
Shared gene ontology (GO) terms in *tau*-KO males across time-points after injury. Significant genes identified from sequencing were classified for their biological functions using RDAVID. The Venn diagram shows significantly changed GO terms for *tau*-KO males at 1, 2 and 4 h after injury as well as overlap between time-points. The number of GO terms differentially regulated at each time-point is indicated in parenthesis.

**Figure 5:**
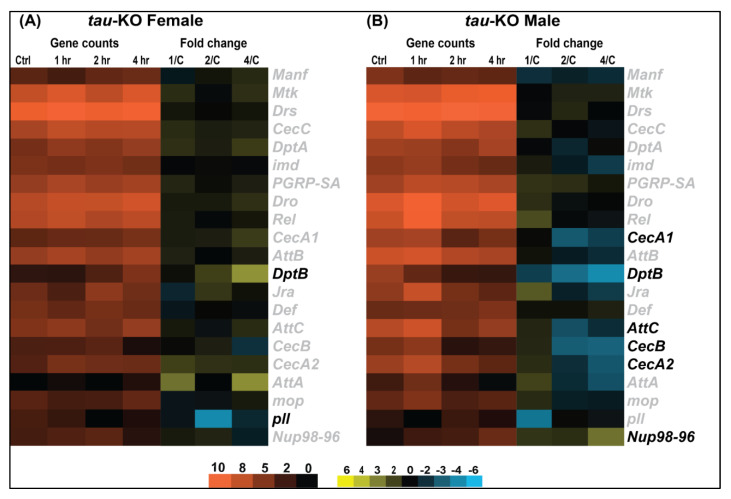
Immune response gene expression appears to be downregulated in *tau*-KO flies. Heatmaps depicting immune response gene expression changes in *tau*-KO females (**A**) and males (**B**) at control, 1, 2 and 4 h after injury. Orange scale represents the average of normalized counts for 3 replicates in each group indicated above (*n* = 3 for each condition: male and female at control, 1, 2, and 4 h post-TBI). Yellow-blue scale shows fold change for each gene at 1, 2- and 4-h post-injury compared to control. All genes indicated in black font are significant (|log2FC| > 1, *p*-value < 0.05). 1/C: Fold change at 1 h compared to control; 2/C: Fold change at 2 h compared to control and 4/C: Fold change at 4 h compared to control.

**Figure 6:**
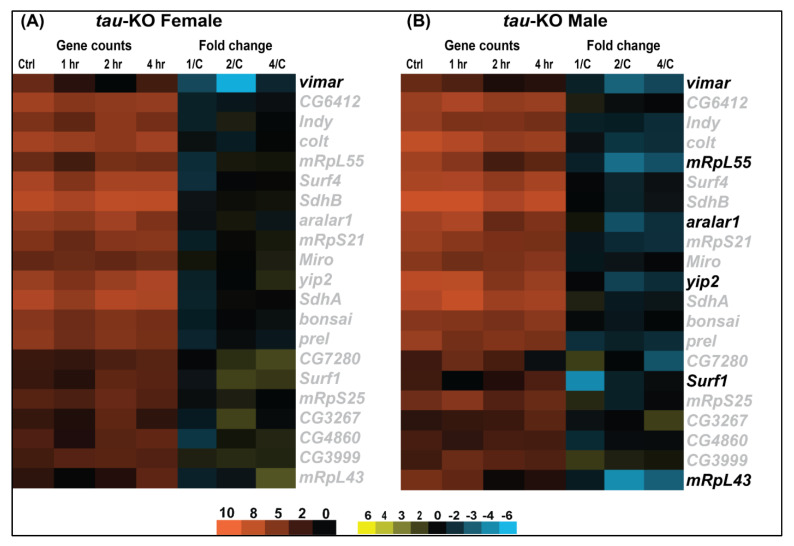
*Tau*-KO downregulates mitochondrial gene expression changes. Heatmaps depicting mitochondrial gene expression changes in *tau*-KO females (**A**) and males (**B**) at control, 1, 2 and 4 h after injury. Orange scale represents the average of normalized counts for 3 replicates in each group indicated above (*n* = 3 for each condition: male and female at control, 1, 2, and 4 h post-TBI). Yellow-blue scale shows fold change for each gene at 1, 2- and 4-h post-injury compared to control. All genes indicated in black font are significant (|log2FC| > 1, *p*-value < 0.05). 1/C: Fold change at 1 h compared to control; 2/C: Fold change at 2 h compared to control and 4/C: Fold change at 4 h compared to control.

**Table 1:** Gene ontology terms significantly (FDR < 0.05) changed in response to traumatic brain injury in tau-KO female flies. GO terms were sorted based on FDR and ranked accordingly. Tables show selected GO terms changed in females after injury. GOBPID is the ID of the biological process in GO database.

**A: Selected GO Terms Differentially Regulated in *Tau*-KO Females after 1 h of Injury.**				
**Rank**	**GOBPID**	**Term**	**Fold Enrichment**	**FDR**
1	UP_KEYWORDS	Secreted	3.25	0.0134
2	GO:0007608	Sensory Perception of Smell	6.74	0.0260
**B: Selected GO Terms Differentially Regulated in *Tau*-KO Females after 2 h of Injury.**				
**Rank**	**GOBPID**	**Term**	**Fold Enrichment**	**FDR**
1	GO:0090304	Nucleic Acid Metabolic Process	1.60	<0.01
2	GO:0016070	RNA Metabolic Process	1.62	<0.01
3	GO:0046483	Heterocycle Metabolic Process	1.49	<0.01
4	GO:0006139	Nucleobase-Containing Compound Metabolic Process	1.49	<0.01
5	GO:0006725	Cellular Aromatic Compound Metabolic Process	1.45	0.0124
6	GO:1901360	Organic Cyclic Compound Metabolic Process	1.45	0.0125
7	GO:0071310	Cellular Response to Organic Substance	2.88	0.0311
**C: Selected GO Terms Differentially Regulated in *Tau*-KO Females after 4 h of Injury.**				
**Rank**	**GOBPID**	**Term**	**Fold Enrichment**	**FDR**
1	UP_KEYWORDS	Secreted	4.43	<0.01
2	GO:0007608	Sensory Perception of Smell	7.99	<0.01
3	GO:0019236	Response to Pheromone	20.83	0.0114
4	GO:0070647	Protein Modification by Small Protein Conjugation or Removal	3.02	0.0190
5	GO:0007606	Sensory Perception of Chemical Stimulus	3.32	0.0277
6	GO:0005549	Odorant Binding	4.84	0.0371
7	GO:0007608	Sensory Perception of Smell	5.12	0.0389
8	GO:0005549	Odorant Binding	4.84	0.0419

**Table 2:** Gene ontology terms significantly (FDR < 0.05) changed in response to traumatic brain injury in *tau*-KO male flies. GO terms were sorted based on FDR and ranked accordingly. Tables show selected GO terms changed in males after injury. GOBPID is the ID of the biological process in GO database.

**A: Selected GO Terms Differentially Regulated in *Tau*-KO Males after 1 h of Injury.**				
**Rank**	**GOBPID**	**Term**	**Fold Enrichment**	**FDR**
1	GO:0031347	Regulation of Defense Response	3.90	<0.01
2	GO:0007154	Cell Communication	1.51	<0.01
3	GO:0007166	Cell Surface Receptor Signaling Pathway	1.97	<0.01
4	GO:0023052	Signaling	1.50	<0.01
5	GO:0009605	Response to External Stimulus	1.77	<0.01
6	GO:0044700	Single Organism Signaling	1.49	<0.01
7	GO:0050896	Response to Stimulus	1.34	<0.01
8	GO:0007165	Signal Transduction	1.56	<0.01
9	GO:0065007	Biological Regulation	1.26	<0.01
10	GO:0045088	Regulation of Innate Immune Response	4.00	<0.01
12	GO:0002682	Regulation of Immune System Process	2.77	<0.01
15	GO:0007399	Nervous System Development	1.45	<0.01
16	GO:0030182	Neuron Differentiation	1.69	<0.01
22	GO:0040011	Locomotion	1.80	<0.01
24	GO:0022008	Neurogenesis	1.48	<0.01
25	GO:0048699	Generation of Neurons	1.63	<0.01
31	GO:0050789	Regulation of Biological Process	1.24	<0.01
34	UP_KEYWORDS	Transcription	1.91	<0.01
46	GO:0010646	Regulation of Cell Communication	1.60	0.0163
47	GO:0023051	Regulation of Signaling	1.59	0.0177
55	UP_KEYWORDS	Monooxygenase	2.99	0.0269
63	GO:0010648	Negative Regulation of Cell Communication	2.05	0.0351
64	GO:0023057	Negative Regulation of Signaling	2.05	0.0351
72	GO:0045087	Innate Immune Response	2.21	0.0415
73	UP_KEYWORDS	Microsome	3.25	0.0426
**B: Selected GO Terms Differentially Regulated in *Tau*-KO Males after 2 h of Injury.**				
**Rank**	**GOBPID**	**Term**	**Fold Enrichment**	**FDR**
1	GO:0044763	Single-Organism Cellular Process	1.16	<0.01
2	GO:0007154	Cell Communication	1.41	<0.01
3	GO:0023052	Signaling	1.41	<0.01
4	GO:0006810	Transport	1.43	<0.01
5	GO:0051234	Establishment of Localization	1.39	<0.01
6	GO:0050789	Regulation of Biological Process	1.23	<0.01
7	GO:0007165	Signal Transduction	1.42	<0.01
8	GO:0006914	Autophagy	2.82	<0.01
9	GO:0022008	Neurogenesis	1.43	<0.01
10	GO:0010506	Regulation of Autophagy	3.31	<0.01
20	GO:0007399	Nervous System Development	1.31	<0.01
23	GO:0006950	Response to Stress	1.38	<0.01
28	GO:0007005	Mitochondrion Organization	1.89	0.0116
29	GO:0009966	Regulation of Signal Transduction	1.51	0.0130
35	GO:0032543	Mitochondrial Translation	2.68	0.0146
38	GO:0008219	Cell Death	1.71	0.0168
44	GO:0022008	Neurogenesis	1.56	0.0234
51	GO:0030182	Neuron Differentiation	1.42	0.0325
54	GO:0065007	Biological Regulation	1.25	0.0000
55	GO:0044262	Cellular Carbohydrate Metabolic Process	1.89	0.0391
56	GO:0006464	Cellular Protein Modification Process	1.31	0.0407
57	GO:0036211	Protein Modification Process	1.31	0.0407
59	GO:0042325	Regulation of Phosphorylation	1.91	0.0426
60	GO:0012501	Programmed Cell Death	1.68	0.0439
61	GO:0043207	Response to External Biotic Stimulus	1.69	0.0443
62	GO:0051707	Response to Other Organism	1.69	0.0443
63	GO:0030154	Cell Differentiation	1.20	0.0492
**C: Selected GO Terms Differentially Regulated in *Tau*-KO Males after 4 Hour of Injury.**				
**Rank**	**GOBPID**	**Term**	**Fold Enrichment**	**FDR**
1	GO:0043903	Regulation of Symbiosis, Encompassing Mutualism Through Parasitism	7.03	<0.01
2	UP_KEYWORDS	Amidation	7.59	<0.01
3	GO:0006950	Response to Stress	1.58	<0.01
4	GO:0007154	Cell Communication	1.38	<0.01
5	GO:0045926	Negative Regulation of Growth	3.38	<0.01
6	GO:0050792	Regulation of Viral Process	7.44	<0.01
7	GO:0050896	Response to Stimulus	1.27	<0.01
8	UP_KEYWORDS	Endoplasmic Reticulum	2.60	<0.01
9	GO:0050688	Regulation of Defense Response to Virus	8.85	<0.01
10	GO:0051093	Negative Regulation of Developmental Process	2.64	<0.01
11	GO:0044403	Symbiosis, Encompassing Mutualism Through Parasitism	4.28	<0.01
12	GO:0044419	Interspecies Interaction between Organisms	4.28	<0.01
13	UP_KEYWORDS	Aminoacyl-Trna Synthetase	6.20	<0.01
14	GO:0051241	Negative Regulation of Multicellular Organismal Process	2.56	0.0119
15	GO:0006952	Defense Response	1.94	0.0140
16	GO:0042594	Response to Starvation	2.58	0.0160
17	GO:0048640	Negative Regulation of Developmental Growth	3.56	0.0169
18	UP_KEYWORDS	Thiol Protease	5.47	0.0189
19	GO:0045886	Negative Regulation of Synaptic Growth At Neuromuscular Junction	4.72	0.0208
20	GO:0005184	Neuropeptide Hormone Activity	5.37	0.0224
21	GO:0045886	Negative Regulation of Synaptic Growth At Neuromuscular Junction	4.72	0.0233
22	GO:0051964	Negative Regulation of Synapse Assembly	4.72	0.0233
23	GO:1904397	Negative Regulation of Neuromuscular Junction Development	4.72	0.0233
24	GO:0023052	Signaling	1.33	0.0235
25	GO:0005184	Neuropeptide Hormone Activity	5.21	0.0285
26	GO:0044763	Single-Organism Cellular Process	1.13	0.0342
27	UP_KEYWORDS	Secreted	2.04	0.0351

## Data Availability

Gene expression data are available in the GEO database under accession number GSE148939. Supplementary Data S1 contains *Tau*-KO Gene Ontology tables for male and female.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12060917/s1, Figure S1: Individual data points for *Tau*-KO male and female motor function, Figure S2: EGFP-tagged Tau expression in male and female flies; Figure S3: Genotyping PCR of Tau-EGFP and *tau*-KO gene expression and Table S1: *Tau*-KO Gene Ontology tables for male and female.

How the deposited data were processed for this re-analysis (not part of the article)

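Each of the 24 libraries was made from the RNA of 1 *tau*-KO brain, with 3 libraries in each of 8 groups: females and males, as control and at 1, 2 and 4 h post-TBI. The count values are reads per gene, which the authors obtained by sorting reads to libraries with CASAVA 1.8.2, aligning 50 bp QuantSeq 3′ reads to dm3 with STAR 2.4 and counting them with HTSeq, and deposited without normalization. The log2 values in the deposited tables are fold changes and average CPM that the authors computed with edgeR 3.22.3 for each injured group against control of the same sex. The score in the deposited tables is the likelihood ratio statistic of the authors' edgeR fit. The p-value and FDR columns of the deposited tables are those of that fit over all 16995 genes, with no filter. The deposited tables also compare *w1118* with *tau*-KO controls without stating the direction, and hold no CPM per library, so the CPM values here were computed from the deposited counts, with TMM factors apart from the profiles of libraries and the ranges of *roX1* and *Yp1*. Annotation version, strand setting of the count and filters are not stated in the paper's text. The reference at hand was a later genome build and served for gene names and overlaps of genes only: 16920 of 16995 symbols matched (99.56%), as did 1066 list entries, while 10 list members did not.

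Reads not assigned to a gene stayed out of library sizes: 12.2 to 32.2% per library aligned to more than 1 place, 6.06 to 8.71% were ambiguous and 1.74 to 7.19% fell in no feature. The range of gene counts among libraries was 16.016-fold, and 5864 to 8249 genes had a count in each library, 11364 in any. The gene *MRE16* took 0.613 to 32.2% of the counts of a library and *noe* 1.56 to 8.10%. At the depth of the shallowest library, genes of a few CPM were often at 0, which limits their folds to lower bounds. Replicate correlations ranged from 0.591 to 0.956, and the chi-square per gene between replicates from 2.65 to 76.05 over 24 pairs, where counting error alone gives about 1. The common dispersion was 0.4172. The first principal component held 32.15% of the variance and the second 10.17%.

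Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The groups were compared in 1 fit by edgeR's robust quasi-likelihood F-test with TMM factors: 6 comparisons of injury with control, 3 interactions of sex and injury, and male against female controls. The SE of a log2 FC is its absolute value divided by the square root of the F statistic, since edgeR gives no SE. FDR values and each adjusted p are Benjamini and Hochberg values over the tested genes, or over the tested lists within a comparison. The methods state an FDR under 0.05 with |log2 FC| over 1, the legends an unadjusted p under 0.05 with |log2 FC| over 1, and the results text |log2 FC| over 2; calls here follow the legends, with counts at the others beside. Lists were tested by camera at a correlation of 0.01, again with an estimated correlation, and by fry for direction. The mitochondrial genome list had under 5 tested genes and was not tested. At single genes the adjusted p is printed in place of the unadjusted p, which decides the call. The fits were tested on simulated data. A further 20 simulations with no change gave a number of calls to set beside each count. They used the real depths and 1 spread per gene for all 8 groups. The 10 splits of the 6 libraries of a comparison, 100 draws of the sex labels and 10 draws of thinned counts were also run.

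Genes were named by a rule: every gene the study names in its text or Figures 5 and 6, with *tau*, *roX1*, *roX2* and *Yp1* to *Yp3*; for each injury comparison, the 10 higher and 10 lower genes of lowest p with |log2 FC| over 1 and libraries that do not overlap; for each interaction and the sex comparison, the 5 of lowest p in each direction; and up to 4 members of lowest p in each list. The values of the genes named in the paper had been seen in it, and the passages give a selection. Alternatives were RLE size factors, DESeq2, no filter, filterByExpr, the exact test on 6 libraries, limma voom with quality weights, a replicate block, |log2 FC| over 2, and each library left out in turn. Gene ontology terms were left out, since no annotation of terms was at hand. Profiles of libraries used a pseudocount of 5 CPM.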

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

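The tests of antennal genes in one control library and of the sex transcripts, and the settings that leave out several libraries, were chosen after the result was seen.

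More calls were made after TBI in males than in females, 1244 against 395 summed over the 3 times, a ratio of 3.149. A gene called at several times is counted at each of them. Over 100 draws of the sex labels, 36 gave a ratio as large, with 8.686 as the highest other, so chance is not excluded. Thinning to equal depth left a median ratio of 2.186 (1.937 to 2.262, sums of 415 and 195), which argues against depth as the whole cause. Without male control 2 and male 1 h 2 the ratio was 1.064 (517 and 486 calls), and with either alone left out 1.278 and 3.143, so male control 2 is a candidate source of the pattern, while without male control 1 or 3 it was 4.979 or 4.931. The main fit shares 1 estimate of the spread of each gene over the 8 groups. With all libraries kept, the ratio was 1.313 by the exact test on 6 libraries and 1.672 by limma voom with quality weights. A biological difference between the sexes stays open. It cannot be separated from male control 2, or from the shared spread, with 3 per group.

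Odorant-binding protein and odorant receptor genes were lower after TBI in females at 1, 2 and 4 h (adjusted p = 0.00799, 0.031 and 0.0328 by camera, and adjusted p = 0.730, 0.991 and 0.956 with an estimated correlation). The mean of the 3 medians was −0.74, and 0.119 without female control 2. Antennal tissue left on that control brain may account for the pattern, as *Orco* and *a10* were high in it. Without that library the list was called at no time (adjusted p = 0.997, 0.870 and 0.705).

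Transcripts of one sex were counted in libraries labelled as the other: *roX1* in all 12 labelled female, and *Yp1* at 49 to 1137 counts in those labelled male. From *yellow-d*, with 380 counts in 1 library and a mean of 1.652 elsewhere (0.435%), reads passed between libraries could bring at most 64.1 *roX1* counts, and 292.2 at the highest share found in 4 libraries (1.984%, *jhamt*), against 327 or more in 12 libraries, which argues against that source for *roX1*. For *Yp1* the limits were 194.3 counts, exceeded in 10 male-labelled libraries, and 886.5, exceeded in 2, and by rank its CPM there ran against depth (−0.93, against 0.119 in those labelled female, and −0.937 and −0.685 for *roX1*), which leaves that source open. In 4 male-labelled libraries *Yp1* reached the lowest female-labelled level, with *roX1* at 959.8 to 1247 CPM against 310.0 to 1164 CPM in the other males, without TMM factors, and none had over 552182 gene counts. A wrong label of those 4, *Yp1* reads from other libraries and *Yp1* transcripts in males cannot be told apart, since *roX1* did not separate the labels either.

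The response to TBI differed between the sexes, by camera on the interaction, for gut and salivary gland markers at 1 h (adjusted p = 0.0117), glia markers (0.0497), Figure 6 genes (0.0184) and neuropeptide genes (0.0497) at 2 h, and antimicrobial peptide genes (0.0247), Figure 5 genes (0.0244) and Figure 6 genes (0.019) at 4 h. These stood at adjusted p = 0.913, 0.820 and 0.819 with an estimated correlation at 1, 2 and 4 h. Other lists that passed camera were, in males, glia (0.00869), neuron (0.0121), neuropeptide (0.0121) and cytochrome P450 genes (0.0325) at 2 h, and glia (0.018), neuron (0.018) and muscle markers (0.0477) at 4 h, with adjusted p = 0.727 and 0.844 with an estimated correlation at 2 and 4 h. In females they were gut and salivary gland (0.0209) and photoreceptor markers (0.0209) at 1 h, gut and salivary gland markers (0.031) at 2 h, and gut and salivary gland (0.0328) and trachea and cuticle markers (0.0328) at 4 h, with adjusted p = 0.730, 0.991, 0.970 and 0.344 with an estimated correlation. The authors' deposited comparison of *w1118* with *tau*-KO controls, which the paper holds unwarranted as the strains differ in genetic background, has 695 genes past the unadjusted p in females (611 positive and 84 negative) and 821 in males (614 and 207), of 17000 listed, with the direction not stated, 0 past the FDR and a lowest FDR of 0.135 and 0.151.

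For splits of 3 against 3 libraries, the 10 splits are too few for a share under 0.05. The gene calls, with the splits as large and the highest other, were 365 (8, 1712), 571 (2, 1184) and 308 (6, 801) in males at 1, 2 and 4 h, 113 (2, 162), 170 (9, 609) and 112 (6, 551) in females, and 238 (8, 1088) for male against female controls. The list calls were 1 (10, 12), 6 (8, 15) and 6 (7, 15) in males, 6 (2, 7), 2 (5, 7) and 5 (4, 7) in females, and 5 (9, 15) for the controls. The split of 1712 calls puts male control 2 and male 1 h 2 in 1 group, and splits that call several times the real count point to a structure of the samples other than injury. For the interactions at 1, 2 and 4 h, 70, 51 and 44 of 100 draws of the sex labels called as many genes (239, 287 and 240, with 2151, 1287 and 1990 as the highest other). As many lists were called in 86, 76 and 76 draws (1, 3 and 3, with 17, 14 and 14), so chance is not excluded for any of them.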

How the results depend on the processing

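The settings without male control 2 and male 1 h 2, without the 3 shallowest libraries, and with the authors' p-values over the genes kept were chosen after the data were seen. Of 336 called results among 1165 for named genes, 90 kept their call in every setting, and of the 38 list calls, 0 did with an estimated correlation or by fry, where the cause was not tested. Leaving out 1 library reversed 11 gene and 9 list results (26612 and 750 the same, 778 and 153 weaker, 334 genes stronger), and other settings 3 and 3 (10239 and 229 the same, 479 and 141 weaker, 400 genes stronger). Calls with each library left out ranged from 258 to 665 (1 h), 151 to 917 (2 h) and 115 to 560 (4 h) in males, 41 to 237, 126 to 261 and 75 to 188 in females, 176 to 577, 186 to 476 and 137 to 362 for the interactions, and 113 to 467 for controls. At an FDR under 0.05 they ranged from 0 to 1 for males at each time, the 1 h interaction and controls. Genes shared by 2 or 3 times ranged from 62 to 450 in males and 34 to 116 in females, by all 3 from 13 to 152 and 7 to 53, and list calls from 27 to 71. With filterByExpr there were 187 calls in males at 1 h, 60, 73 and 50 in females, 120, 168 and 138 for the interactions and 146 for controls, with 18 shared by all 3 times in males and 20 by 2 or 3 and 9 by all in females. The exact test gave 107 in males at 1 h, 339 and 88 in females at 1 and 2 h, 155 for controls, 14 shared by all times in males and 1 gene past the FDR in females at 4 h. Limma voom gave 294 and 278 in females at 1 and 4 h, 601 for the 2 h interaction and 137 shared by 2 or 3 times in females, and a replicate block gave 10 shared by all 3. No filter gave 183 in females at 1 h, 362 and 463 for the 1 and 2 h interactions and 302 shared in males, and past the FDR 9, 32 and 7 in males, 9, 5 and 14 in females, 5, 9 and 11 for interactions and 13 for controls. Several of these genes were led by 1 library, as *Akh* and *CG14075* were by male control 2 in males at all 3 times. DESeq2 gave 4, 1 and 1 past the FDR in males, 1 in females at 4 h, 1 for each interaction and 1 for controls. Without male control 2 and male 1 h 2 there were 171, 195 and 151 in males, 143 for controls, and 69 and 18 shared. Without the 3 shallowest there were 561 and 1124 in males at 1 and 2 h, 451 and 596 for interactions, 549 for controls, 348 shared and 61 list calls, with 1 past the FDR in males at 1 h and 1 for that interaction. With the authors' p-values there were 510 in males at 4 h, 176 and 178 in females at 1 and 4 h, 361 and 69 shared in males and 28 by all times in females, with 4 past the FDR in males at 1 h and 1 in females at 4 h. Lists whose camera direction reversed, by adjusted p, were Figure 5 genes in males at 1 h without the 2 libraries (0.912), muscle markers in males at 4 h without male control 2 (0.523, with 0.00382 as the lowest with 1 library left out) or both (0.602) and between controls (0.636 with a lowest of 0.000807, and 0.542), and odorant genes in females at 1, 2 and 4 h without female control 2 (0.997, 0.870 and 0.705, with 1.63e-05, 6.3e-05 and 1.79e-05 as the lowest). Without male control 3, antimicrobial and Figure 5 genes reversed in the 4 h interaction (0.864 and 0.885, lowest 6.14e-07 each) and between controls (0.289 and 0.948, lowest 2.47e-09 and 1.01e-11). The median kept its sign for Figure 5 genes in males at 1 h (0.19), odorant genes at 2 h (−0.03) and antimicrobial genes in the 4 h interaction (−0.08). Reversed genes without male control 3, by log2 FC with the other end of the range, were *AttB* (−0.482 to 3.152), *CecA1* (−2.090 to 4.131), *CecA2* (−0.873 to 3.655) and *DptB* (−3.568 to 8.012) between controls, *AttC* (1.464 to −3.227), *CecA1* (2.160 to −3.526) and *CecC* (2.078 to −0.680) in males at 2 h, and *CecA2* (1.013 to −3.525) and *DptB* (3.298 to −5.783) at 4 h. Others were *CecA1* in males at 1 h without the 2 libraries (−3.0), *Hsp67Bc* at 1 h (−0.669) and *Hsp60A* at 2 h (0.053) in males by limma voom, and without female control 2, *a5* in females at 1 h (0.324 to −3.694) and *Obp28a* between controls (0.229 to −3.126). The sources do not say whether replicate numbers pair the libraries. In the data 15 of 24 lay closest to their own number, with a mean same-number correlation above that of other numbers (−0.062), and 5 of 28 pairs of groups had all same-number correlations over 0.1. Fewer genes tested and fewer libraries are part of how filterByExpr and the left-out settings are built, and beyond that the cause was not tested.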

Differences from the paper's values

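Counts are of genes with |log2 FC| over 1 at an unadjusted p under 0.05, as in the legend of Figure 3, and the paper's values are from the authors' deposited tables. A gap is said to close where neither count is over 1.5 times the other, which leaves them unequal. In males at 1 h the paper's 349 lower stood against 208 here, and of 32 alternatives set before the data were examined the gap closed in 5: no filter, and without male control 1 or any one of the male 1 h libraries. At 2 h the paper's 276 higher stood against 145, closed in 6: no filter, limma voom, a replicate block, and without male control 1, male control 3 or male 1 h 2. At 4 h the paper's 188 higher stood against 107, closed in 5: no filter, a replicate block, and without male control 1, male 1 h 2 or male 1 h 3. The paper's 356 lower stood against 201, closed in 4: RLE size factors, DESeq2, no filter, and without male control 1. In females at 1 h the paper's 71 higher stood against 30, closed in 1: no filter. At 2 h the paper's 67 higher stood against 44, closed in 10: limma voom, and without female control 1 or 2, female 2 h 3, male control 1 or 2, male 1 h 1, 2 or 3, or male 2 h 2. The paper's 193 lower stood against 126, closed in 8: limma voom, and without female control 1 or 3, female 2 h 3, male 1 h 1, 2 or 3, or male 2 h 2. At 4 h the paper's 105 higher stood against 51, closed in 4: no filter, limma voom, and without female control 1 or 2. In each case the rest of the 32 did not close it. None of the 32 used the authors' likelihood ratio test. Their p-values over the genes kept, a setting chosen after the data were seen, gave 1855 calls in males and 586 in females. The main fit gave 1244 and 395.

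At an FDR under 0.05 the paper's tables hold 5 genes in males at 1 h (*CG14075*, *lsn*, *CG42656*, *AdenoK* and *CG11920*) and 1 in females at 4 h (*a5*), against 0 by edgeR here, 4 and 1 by DESeq2 and 0 by limma voom, beside 382 and 117 at an unadjusted p under 0.05. The exact test gave 0 and 1, no filter 9 and 14, and the authors' p-values over the genes kept, a setting chosen after seeing the values, 4 and 1, which drops *CG11920*.

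Of 19 calls in the paper's tables for genes in its text or Figures 5 and 6, 8 were not made here. *DptB* in females at 4 h was called with no filter, by the exact test, and without female control 1 or male control 2. *DptB* in males at 2 h was called with no filter, by the exact test, by limma voom, with a replicate block, and without male control 1 or 2, male 1 h 2 or 3, or male 2 h 2. *CecB* in males was called at 2 h with RLE size factors and a replicate block and without male control 2, male 1 h 3, male 2 h 1 or male 4 h 3, and at 4 h without male control 2, male 1 h 3, male 2 h 1 or 2, or male 4 h 1. At both times it was called by DESeq2, with no filter and by limma voom. *Nup98-96* in males at 4 h was called without male control 2, and *aralar1* at 4 h without male control 1. *vimar* in males at 2 h was called by DESeq2 and without male control 1 or male 2 h 1. *mRpL43* in males at 4 h was called with RLE size factors, DESeq2, filterByExpr and the exact test, and without female 2 h 1, male control 1, male 1 h 1, 2 or 3, or male 2 h 2. The authors' p-values over the genes kept called all 8 and dropped 0 of the 19. This is no test, since the 19 calls were taken from those same p-values and folds. Other settings chosen after seeing the values also made some of these calls. Without male control 2 and male 1 h 2, *DptB* at both, *CecB* at both and *Nup98-96* were called and 6 of the 19 dropped, and without the 3 shallowest libraries, *DptB* in males and *CecB* at both were called and 5 dropped. Both of these were chosen after seeing the values.

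The paper describes mitochondria related genes as lowered in females by the loss of Tau, from folds of injured against control brains in Figure 6. The loss of Tau was not tested here, and after injury the list of Figure 6 genes was called lower at 1 h (adjusted p = 0.00637 by camera, and adjusted p = 0.730 with an estimated correlation), a call that ended without female control 2 (0.521). At 2 and 4 h it was not called, with medians of 0.17 and 0.09 (adjusted p = 0.893 and 0.663) and no member called higher.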

Other observations

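Neuropeptide genes, 33 tested, were lower in males at 2 h post-TBI, with 23 negative, a median log2 FC of −0.68 and 0 called higher and 8 lower by edgeR, 1 lower adjusted over the list alone (camera adjusted p = 0.0121, and adjusted p = 0.727 with an estimated correlation). *Dsk*, the gene of drosulfakinin, a satiety peptide, had a log2 FC of −3.42 ± 1.21 (SE, n = 3), and −1.87, no longer called, without male control 2. *Ilp5*, an insulin-like peptide gene, stood at 60.8 ± 7.95 CPM (SD) against 164 ± 110 CPM (log2 FC −1.46 ± 0.57, edgeR adjusted p = 0.639), every injured male below every control, with its call lost without male control 2 (−0.75) or male 2 h 3 (−1.36). The list's call ended without male control 2 (0.569) or male 2 h 3 (0.0897). Cytochrome P450 genes, 50 tested, had 34 negative, a median of −0.83 and 1 called higher and 7 lower, 1 higher adjusted over the list alone (camera adjusted p = 0.0325, and adjusted p = 0.727 with an estimated correlation). *Cyp4g15* had a log2 FC of −1.89 ± 0.63, and −0.89, no longer called, without male control 2, and the list's call ended without male control 2 (0.583), male 2 h 1 (0.155) or male 2 h 3 (0.0599). Of the glia markers at 2 h, *loco* had a log2 FC of −1.82 ± 0.66 and *wrapper* −2.58 ± 0.98, and −0.88 and −0.63 without male control 2. Muscle markers, 24 tested, had 17 positive at 4 h in males, with a median of 0.47 and *Act79B* called lower (camera adjusted p = 0.0477, and adjusted p = 0.844 with an estimated correlation), and the call was lost or reversed without most single libraries (0.0504 to 0.523), with filterByExpr (0.0895), by the exact test (0.112) and by limma voom (0.367). In females gut and salivary gland markers, 10 tested, had 9, 9 and 10 positive at 1, 2 and 4 h, with medians of 0.86, 1.07 and 0.67, the last 2 being 1.06 and 0.61 with genes at 0 counts at their limits (camera adjusted p = 0.0209, 0.031 and 0.0328, and adjusted p = 0.730, 0.991 and 0.970 with an estimated correlation). Without female control 2 these were 0.521, 0.542 and 0.521, and the calls also ended without female control 1 (0.0624, 0.0804 and 0.0707), female 1 h 2 (0.171, 0.177 and 0.107), female 2 h 2 (0.147, 0.885 and 0.11) or male 2 h 1 (0.0652, 0.141 and 0.0982). At 2 h they ended without female 2 h 3 (0.0969) or male 2 h 2 (0.0548) as well, and at 4 h without female 4 h 1 (0.51) or female 4 h 3 (0.0938). With filterByExpr they were 0.156, 0.262 and 0.328, with no filter 0.079 at 1 h and 0.0888 at 4 h, by limma voom 0.121 at 1 h and 0.191 at 2 h, and with a replicate block 0.0588 at 4 h. Photoreceptor markers, 19 tested, had a median of 0.33 at 1 h (adjusted p = 0.0209 by camera, and adjusted p = 0.730 with an estimated correlation), a call that ended without female control 2 (0.589) or female 1 h 2 (0.171), with no filter (0.0794) and by limma voom (0.054). Trachea and cuticle markers, 10 tested, had a median of 0.54 at 4 h (camera adjusted p = 0.0328, and adjusted p = 0.344 with an estimated correlation), a call that ended without female control 1 (0.0781), 2 (0.0563) or 3 (0.241), or female 4 h 1 (0.0931) or 2 (0.216), with no filter (0.0786) or filterByExpr (0.492), and by limma voom (0.117).

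In male against female controls, 116 genes were called higher and 122 lower by edgeR, with 5.59% of genes not overlapping, where chance gives 10% without ties and less with them. Muscle markers had a median of −0.46 and neuropeptide genes 0.55 (adjusted p = 0.017 each by camera, and 0.655 with an estimated correlation), and both calls ended without female control 1 (0.0615 each), by limma voom (0.116 each) and without male control 2 (0.636 and 0.852), and the first without female control 3 (0.0906).

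Other lists passed the camera test in none of the 6 injury comparisons. Their lowest adjusted p was 0.379 in males at 1 h for activity, JNK and injury genes (24 tested, median 0.40), 0.192 for heat shock genes (17, 0.21), 0.378 for JAK-STAT genes (11, 0.34) and 0.583 for haemocyte markers (13, 0.21). In females at 1 h it was 0.389 for autophagy (27 tested, median −0.21), 0.229 for cytosolic ribosomal proteins (85, −0.12), 0.512 for fat body markers (23, −0.22), 0.368 for microtubule genes (27, 0.15 with a mean of −0.06) and 0.229 for oxidative stress genes (31, −0.19). It was 0.245 for mitochondrial fission and fusion genes in females at 2 h (15, −0.16), 0.1 for sex-specific transcripts in females at 4 h (9, −1.14) and 0.0931 for aminoacyl-tRNA synthetases in males at 4 h (18, −0.84). *puc*, a JNK phosphatase gene, stood at 167 ± 61.1 CPM (SD, n = 3) in males at 1 h against 68.8 ± 20.0 CPM (log2 FC 1.33 ± 0.51, SE), with its call lost without male control 2 (1.19) or male 1 h 2 (0.99). *MetRS*, a tRNA synthetase gene, had 1 count in males at 4 h against 79, a ratio of 0.0147 (interval 0.000367 to 0.0843).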
